# TRPM8 inhibits substance P release from primary sensory neurons via PKA/GSK-3beta to protect colonic epithelium in colitis

**DOI:** 10.1038/s41419-024-06480-5

**Published:** 2024-01-27

**Authors:** Zehua Zhang, Xiaohan Yan, Le Kang, Zhuyun Leng, Yingjie Ji, Shuangzhu Yang, Xiaojing Du, Kang Fang, Zeyu Wang, Zhaoxing Li, Mingchuang Sun, Ziying Zhao, Anqi Feng, Zhukai Chen, Shihan Zhang, Dong Wan, Tao Chen, Meidong Xu

**Keywords:** Somatic system, Ulcerative colitis

## Abstract

Transient receptor potential melastatin 8 (TRPM8) is a cold sensory receptor in primary sensory neurons that regulates various neuronal functions. Substance P (SP) is a pro-inflammatory neuropeptide secreted by the neurons, and it aggravates colitis. However, the regulatory role of TRPM8 in SP release is still unclear. Our study aimed to investigate TRPM8’s role in SP release from primary sensory neurons during colitis and clarify the effect of SP on colonic epithelium. We analyzed inflammatory bowel disease patients’ data from the Gene Expression Omnibus dataset. Dextran sulfate sodium (DSS, 2.5%)-induced colitis in mice, mouse dorsal root ganglion (DRG) neurons, ND7/23 cell line, and mouse or human colonic organoids were used for this experiment. Our study found that TRPM8, TAC1 and WNT3A expression were significantly correlated with the severity of ulcerative colitis in patients and DSS-induced colitis in mice. The TRPM8 agonist (menthol) and the SP receptor antagonist (Aprepitant) can attenuate colitis in mice, but the effects were not additive. Menthol promoted calcium ion influx in mouse DRG neurons and inhibited the combination and phosphorylation of PKAca from the cAMP signaling pathway and GSK-3β from the Wnt/β-catenin signaling pathway, thereby inhibiting the effect of Wnt3a-driven β-catenin on promoting SP release in ND7/23 cells. Long-term stimulation with SP inhibited proliferation and enhanced apoptosis in both mouse and human colonic organoids. Conclusively, TRPM8 inhibits SP release from primary sensory neurons by inhibiting the interaction between PKAca and GSK-3β, thereby inhibiting the role of SP in promoting colonic epithelial apoptosis and relieving colitis.

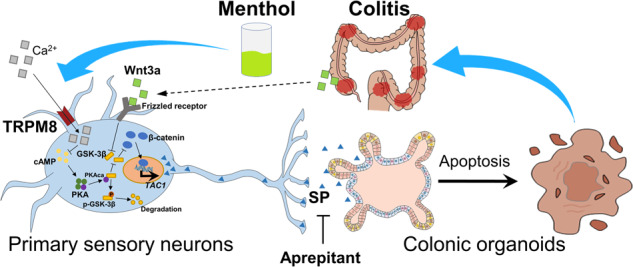

## Introduction

Inflammatory bowel disease (IBD) is a chronic inflammatory disease of the intestine with unknown etiology that includes ulcerative colitis (UC) and Crohn’s disease [1]. Recently, the nervous system has been considered to play an important regulatory role in the pathogenesis of IBD [2]. A previous clinical study showed that rectal sensation of bowel distension is reduced in patients with UC [3]. Moreover, surgical cutting of the colonic sensory nerves led to aggravation of 2,4,6-trinitrobenzene sulfonic acid solution (TNBS)-induced colitis in rats [4]. Transient receptor potential (TRP) channels sense temperature changes and nociceptive stimuli and subsequently induce extracellular calcium ion influx [5, 6]. TRP melastatin 8 (TRPM8) is a non-selective ion channel that senses cold (<28 °C), and can be activated by the compounds that induce cold sensation, such as menthol and icilin [7, 8]. TRPM8 is mainly expressed in neurons, especially in primary sensory neurons that are responsible for sensing temperature changes and nociceptive stimuli [8]. Previous study revealed that TRPM8 attenuates TNBS- or dextran sulfate sodium (DSS)-induced colitis in mice [9]. Another experimental study found that the activation of TRPM8 inhibits lipopolysaccharide (LPS)-induced tumor necrosis factor-alpha (TNF-α) secretion and promotes interleukin-10 (IL-10) secretion by suppressing the mitogen-activated protein kinase (MAPK) pathway in murine macrophages [10]. TRPM8 is highly co-expressed with substance P (SP) in the distal colonic nerve [11]. SP is considered to modulate the immune system and exacerbate intestinal mucosal inflammation during active IBD [12]. Previous studies have demonstrated that the protein level of SP and the expression of its neurokinin-1 receptor (NK-1R) are elevated in the colorectum of IBD patients and are closely related to disease severity [13, 14].

TRPM8 is one of the most important temperature and nociceptive receptors in sensory neurons, and it has the ability to alleviate colitis. However, its effect on colonic primary sensory neurons remains unclear, and may be an important mechanism by which TRPM8 alleviates colitis. Our study elucidates TRPM8 modulatory effects on SP secretion from primary sensory neurons and the effects of SP on colonic epithelial cells, and proposes that menthol and the SP receptor antagonist Aprepitant may serve as therapeutic options for IBD [15].

## Results

### The role of TRPM8 and TAC1 in colitis

To clarify *TRPM8* and *TAC1* (encodes SP) expression in patients with UC, we analyzed data from the Gene Expression Omnibus (GEO) dataset. In GSE38713, *TRPM8* expression was significantly lower in patients with active UC than in those with inactive UC, whereas *TAC1* expression showed the opposite trend (Fig. 1A). Moreover, another study of UC (GSE47908) revealed that *TAC1* expression was significantly higher in patients with pancolitis than in those with left-sided colitis and normal individuals, whereas *TRPM8* showed the opposite trend (Fig. 1B). To eliminate detection differences, we used the expression value of normal individuals as the standard to perform a fold-change analysis of the datasets (GSE38713, GSE47908, GSE13367, and GSE16879). The analysis showed that TRPM8 and TAC1 have opposite expression in UC: *TRPM8* and *TAC1* expression were significantly decreased and increased, respectively, in patients with UC (Fig. 1C), which may be positively related to the severity of UC. The expression of *TRPM8* and *TAC1* in GSE13367 and GSE16879 has been presented in Supplementary Fig. 1. Furthermore, we investigated these trends in experimental colitis models. Compared with control mice, DSS-treated mice had significantly reduced body weight and shortened colon length, and both endoscopic and pathological changes revealed more severe mucosal damage (Fig. 1D–H). Subsequently, we examined gene expression in the two groups. The results showed that *Trpm8* and *Tac1* expression were significantly decreased and increased, respectively in the DSS-induced colitis group (Fig. 1I). The changes in the expression of these two genes were consistent with the data from IBD patients.

**Fig. 1:**
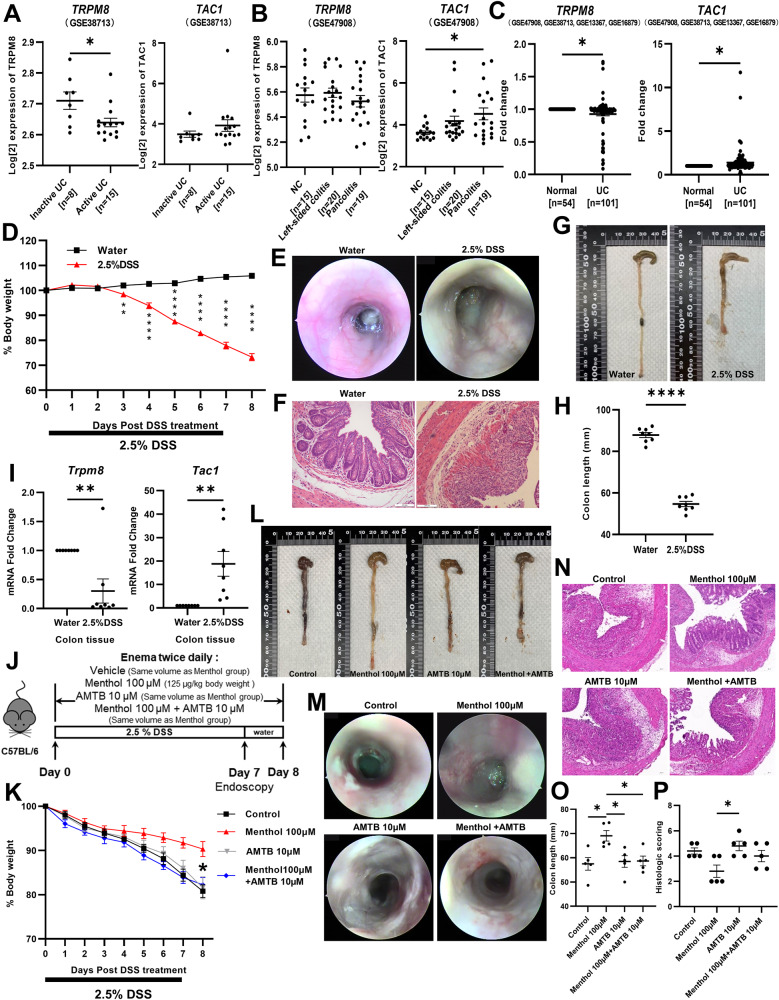
The role of TRPM8 and TAC1 in colitis. A The mRNA expression of *TRPM8* and *TAC1* in inactive UC tissues (n = 8) and active UC tissues (n = 15) indicated by data from GSE38713, and **B** in normal tissues (n = 15), left-sided colitis tissues (*n* = 20) and pancolitis tissues (*n* = 19) indicated by data from GSE47908. **C** The opposite expression of *TRPM8* and *TAC1* in normal tissues (*n* = 54) and UC tissues (n = 101) indicated by data from GSE38713, GSE47908, GSE13367, and GSE16879. **D** The body weight comparisons between the DSS-induced colitis group and the water group (n = 8). **E** The endoscopic appearance and **F** H&E staining pictures of DSS-induced colitis group and the water group. **G**, **H** The comparison of the colon lengths between the two groups of mice on day 8 (n = 8). **I** *Trpm8* and *Tac1* were oppositely expressed in the colon tissues of the DSS-induced colitis group and the water group (n = 8). **J** Grouping method, drug dosages and examination time points of animal experiments. **K** The body weight curves were drawn for four groups of colitis mice (n = 5). **L** The photographs of colons with scale bars in four groups of mice and **O** the summary graph (n = 5). **M** The colons of four groups mice were subjected by endoscopy. **N** Colonic H&E staining pictures of four groups mice and **P** the histological scoring graph (n = 5). *P < 0.05; **P < 0.01; ****P < 0.0001.

To elucidate the TRPM8 role in colitis, we administered TRPM8 agonist (menthol) and/or antagonist (AMTB) via enema to the DSS-treated mice (Fig. 1J). Compared to the other three groups, the menthol-treated group developed only mild signs of colitis. There was significantly less body weight loss (Fig. 1K) and shorter changes in colon length (Fig. 1L, O) than in the other groups. In addition, endoscopic and histopathological analyses of colonic tissues using H&E staining showed that menthol treatment was accompanied by decreased inflammatory cell infiltration and less destruction of the mucosal epithelial layer in response to DSS treatment (Fig. 1M, N, P). The above results showed that the TRPM8 agonist, menthol, significantly attenuated DSS-induced colitis in mice. Moreover, in the menthol-treated group, *Trpm8* expression was significantly increased (Supplementary Fig. 2C), and the expression of inflammatory cytokines such as *Tnf*, *Ifng*, and *Il23a* was significantly decreased (Supplementary Fig. 2A). The serum level of the pro-inflammatory factor, TNF-α, was decreased in the menthol-treated group (Supplementary Fig. 2B). *Tac1* gene expression in the colon and serum SP level were significantly decreased in the menthol-treated group (Supplementary Fig. 2D, E). To verify the effect of TRPM8 on SP release from the isolated whole colon, we performed SP release experiments (Supplementary Fig. 3A) [16]. The results showed that menthol significantly inhibited the release of colonic SP, whereas the application of AMTB had the opposite effect (Supplementary Fig. 3B, C).

### The activation of TRPM8 inhibits SP release from primary sensory neurons

TRPM8 is highly expressed on primary sensory neurons located in the dorsal root ganglion (DRG) [8]. We examined the calcium ion influx in the DRG neurons induced by the different concentrations of menthol. The results showed that menthol induced calcium ion influx in DRG neurons in a concentration-dependent manner (Fig. 2A, B), with 100 μM menthol having the strongest effect (Fig. 2B, E). Next, we examined the inhibitory effects of different concentrations of AMTB on 100 μM menthol-induced calcium ion influx in DRG neurons. The results showed that the inhibitory effect of AMTB on menthol-induced calcium ion influx was concentration-dependent (Fig. 2C, D), with 10 μM AMTB showing the strongest inhibitory effect (Fig. 2D, F).

**Fig. 2:**
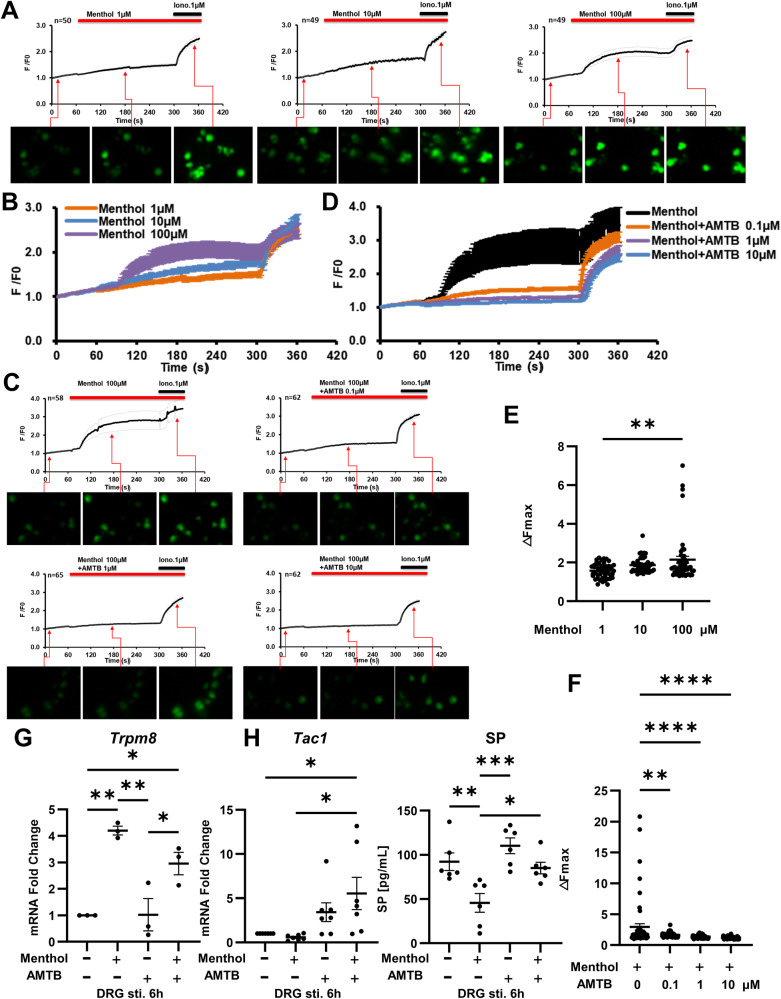
Menthol induces calcium influx and inhibits SP release in DRG neurons. **A** The calcium influx induced by different concentrations of menthol on DRG neurons were plotted as curves. Iono. (ionomycin 1 μM) was used to test the availability of DRG neurons, n indicated the number of neurons. **B** The calcium influx curves induced by different concentrations of menthol on DRG neurons were combined for comparison. **E** The maximum calcium influx intensities in DRG neurons induced by different concentrations of menthol were compared. **C** The calcium influx induced by different concentrations of AMTB and 100 μM menthol on DRG neurons were plotted as curves, **D** the calcium influx curves were combined, and **F** the maximum calcium influx intensity was compared, n indicated the number of neurons. **G** The expression of *Trpm8* in DRG neurons stimulated by menthol and/or AMTB for 6 h (n = 3). **H** The expression of *Tac1* (n = 3) and the protein levels of SP (n = 6) in DRG neurons and supernatants after stimulated by menthol and/or AMTB for 6 h. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Previous single-cell sequencing studies have shown that *Trpm8* and *Tac1* are co-expressed in the same cell population of DRG neurons [17]. Based on the most effective concentrations in the above results, we used menthol and/or AMTB to stimulate DRG neurons for 6 h. The results showed that menthol significantly promoted *Trpm8* expression (Fig. 2G) and inhibited *Tac1* expression in DRG neurons (Fig. 2H). Moreover, menthol stimulation markedly reduced the level of SP in the supernatants (Fig. 2H). Taken together, our results suggested that TRPM8 activation can inhibit the TAC1 expression and SP release by primary sensory neurons.

### TRPM8 activation may decrease SP release by inhibiting the Wnt/β-catenin signaling pathway in the ND7/23 cell line

The ND7/23 cell line, rat DRG/mouse N18Tg2 neuroblastoma hybridoma cell line, is commonly used for the study of sensory neuron function [18]. However, a previous study showed that *Tac1* was expressed at low levels in the ND7/23 cells [19]. Several studies have demonstrated that nerve growth factor (NGF) can promote the production of neuropeptides by inducing ND7/23 cells differentiation [20, 21]. Therefore, we differentiated ND7/23 cells using a neuronal culture medium that was used for DRG neuron culture, containing 50 ng/mL mouse NGF. The results showed that as the number of days of differentiation increased, the protein and mRNA levels of SP increased significantly and TRPM8 protein and mRNA levels decreased significantly (Supplementary Fig. 5A–C). In addition, our study found that the ratio of phosphorylated P38 to total P38 increased (Supplementary Fig. 5D, E), ratio of phosphorylated ERK1/2 to total ERK1/2 decreased, total ERK1/2 increased (Supplementary Fig. 5F, G), and total β-catenin increased (Supplementary Fig. 5H, I) with an increasing number of differentiation days.

To clarify which signaling pathway plays the major role, we further stimulated the differentiated ND7/23 cells with menthol and/or AMTB for 6 h on day 7. Our results showed that TRPM8 protein level and mRNA expression were significantly decreased after differentiation and mRNA expression increased in the menthol-stimulated group (Fig. 3A, B, D). In contrast, SP protein and mRNA expression levels increased after differentiation and significantly decreased in the menthol-stimulated group (Fig. 3A, C, E). Furthermore, no significant difference in the MAPK/ERK pathway was observed (Supplementary Fig. 6A, B), whereas the ratio of phosphorylated P38 to total P38 increased after differentiation and slightly decreased after menthol stimulation (Supplementary Fig. 6C, D). Furthermore, the total β-catenin in the differentiated AMTB-stimulated group increased more than ten-fold compared with the control group and increased more than two-fold compared with the differentiated control group and the menthol-stimulated group (Fig. 3A, F). Moreover, the trend of changes in non-phosphorylated β-catenin was similar to that of β-catenin, while the ratio of non-phosphorylated β-catenin to total β-catenin remained unchanged (Fig. 3A, F). Our study suggested that TRPM8 activation may inhibit SP production by reducing total β-catenin level in ND7/23 cells.

**Fig. 3:**
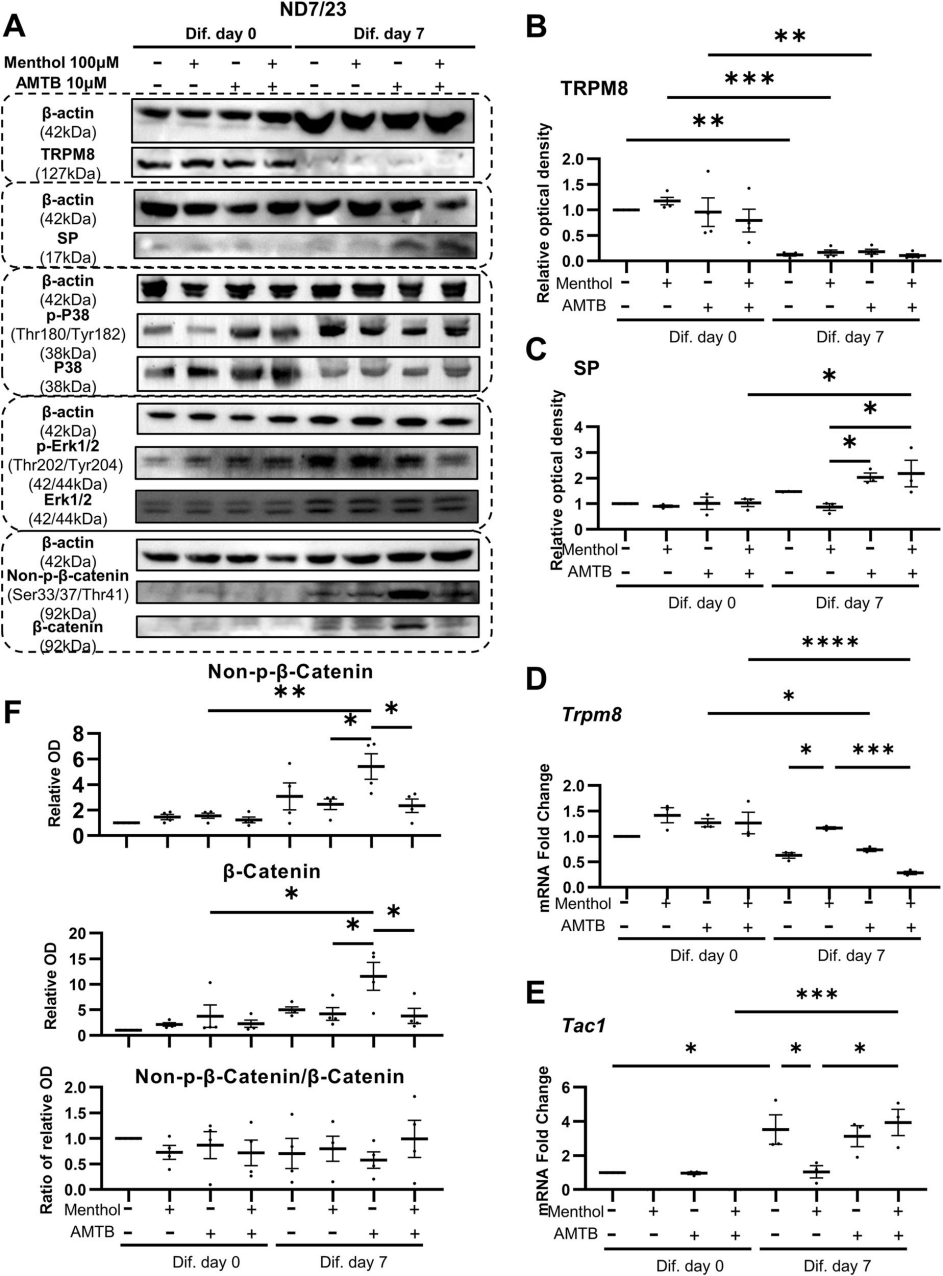
TRPM8 inhibit SP release by inhibiting Wnt/β-catenin signaling pathway in ND7/23 cells. **A** With or without the application of 100 μM menthol or/and 10 μM AMTB before and after differentiation in ND7/23 cells, the protein levels of TRPM8, SP, phosphorylated P38 and total P38, phosphorylated ERK1/2 and total ERK1/2, non-phosphorylated β-catenin and total β-catenin were detected by immunoblot. The relative optical densities of TRPM8 (**B** n = 4) and SP (**C**, n = 3) were calculated. **D**, **E** The mRNA fold changes of *Trpm8* and *Tac1* in ND7/23 cells with or without the application of menthol or/and AMTB were calculated (n = 3). **F** The relative optical densities of non-phosphorylated β-catenin and total β-catenin and ratio of non-phosphorylated β-catenin to total β-catenin (n = 4) were calculated. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

### Wnt/β-catenin signaling is upregulated in colitis

Recent study has found that the activation of Wnt/β-catenin signaling pathway in inflammatory bowel disease can promote the expression of pro-inflammatory factors in Treg cells [22]. Earlier study analyzed the expression of WNT ligands and its receptor Frizzled (FZD) in UC patients and found that the expression of WNT ligands was generally increased in UC patients, with the most significant difference in WNT3A expression [23]. In addition, the expression of FZD was also significantly increased in UC patients [23]. To clarify Wnt/β-catenin signaling expression in patients with UC, we analyzed the high-throughput RNA sequencing data (GSE109142) from the Predicting Response to Standardized Pediatric Colitis Therapy (PROTECT) study, which included 20 controls and 206 UC patients [24]. The analysis results showed that the gene expression in the colon tissue of the control group and UC patients was significantly different (Fig. 4A, B), and the expression of *WNT3A* was increased in UC patients (Fig. 4C). In addition, the analysis also found that the expression of downstream molecules of the Wnt/β-catenin signaling such as *FZD2*, *FZD4*, *DVL1*, *CTNNB1*, *LEF1*, and *TCF7* was increased in UC patients, while the expression of inhibitory molecules *GSK3B* and *AXIN1/2* was decreased in UC patients (Fig. 4D). Furthermore, our results showed that *Wnt3a* were significantly upregulated in the DSS-induced colitis group (Fig. 4E).

**Fig. 4:**
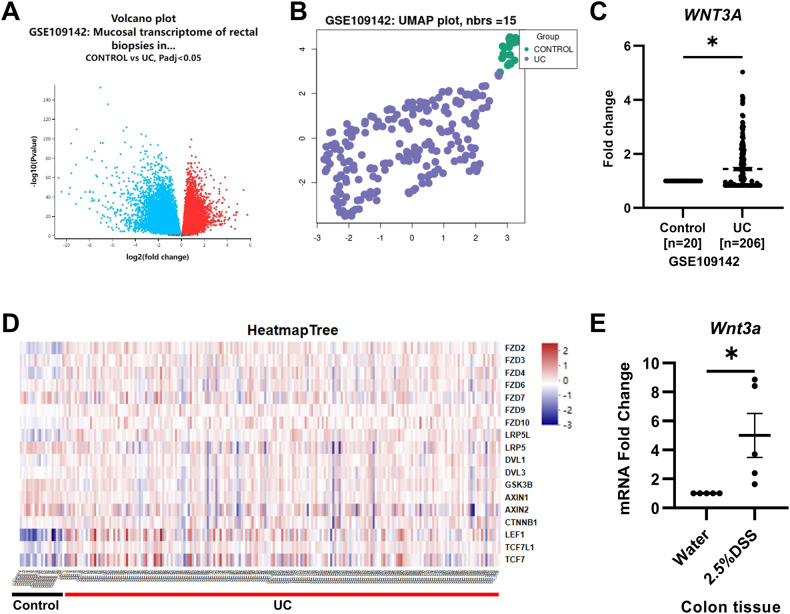
Wnt/β-catenin signaling was upregulated in colitis. **A** Volcano plot and **B** UMAP plot of mRNA expression differences in GSE109142 dataset were generated by GEO2R. **C** mRNA fold change of *WNT3A* in normal tissues (n = 20) and UC tissues (n = 206) from GSE109142. **D** Heatmap of expression of FZD2, FZD3, FZD4, FZD6, FZD7, FZD9, FZD10, LRP5L, LRP5, DVL1, DVL3, GSK3B, AXIN1, AXIN2, CTNNB1, LEF1, TCF7L1, and TCF7 in normal tissues (n = 20) and UC tissues (n = 206) from GSE109142. **E** *Wnt3a* was overexpressed in the colon tissues of the DSS-induced colitis group (n = 8). *P < 0.05.

### TRPM8 inhibits Wnt/β-catenin signaling via PKA/GSK-3β interaction

To verify the effect of Wnt3a on the ND7/23 cell line, we stimulated the cells with gradient concentrations of Wnt3a and performed immunoblot. The results showed that Wnt3a significantly increased the level of β-catenin, phosphorylated GSK-3β and SP (Fig. 5A, B), but had no statistical significance on the level of GSK-3β (Supplementary Fig. 7A). In addition, Wnt3a downregulated the *Trpm8* expression in ND7/23 cell line (Supplementary Fig. 7B). 

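ND7/23 is a hybrid line made from rat dorsal root ganglion neurons and mouse N18Tg2 neuroblastoma cells. RNA from this line was sequenced in 12 libraries, 3 in each of 4 groups: control cells, cells given 100 μM menthol, an agonist of TRPM8, cells given 100 ng/ml Wnt3a, a ligand of the Wnt/β-catenin pathway, and cells given menthol with Wnt3a, each for 6 h. By the supplementary methods, the authors filtered the reads with fastp, aligned them with HISAT and counted them per gene with HTSeq-count. They deposited FPKM values, read fragments scaled by gene length and by the library's number of mapped fragments, for 21556 genes in 1 column per library. The genome build is not named there, and the KEGG identifiers deposited beside the genes are those of rat. The FPKM values of each gene were whole multiples of the value of 1 read, and these steps gave back whole read counts for 100.0% of the genes. The 1804 genes above 0 in 1 library only have no second value to check this against. By these counts, 38068742 to 38837023 reads per library lay on genes in control (median 38649592), 38217537 to 38515164 with menthol (median 38250400), 36914722 to 38502626 with Wnt3a (median 38138131) and 38016201 to 38831108 with menthol and Wnt3a together (median 38016504). The deepest library had 1.052 times the reads of the shallowest, and the 10 genes with the most reads took 6.01 to 6.35% of them. At this depth, 3 reads on a gene of 1 kb equal 0.0772 to 0.0813 FPKM. The 3 libraries of a group differed by more than sampling noise in all 12 pairs (chi-square per degree of freedom 3.53 to 7.61), so none repeats the reads of another. Each was counted as a separate sample, though this check cannot show that they came from separate cultures. Groups were compared with limma on log2(FPKM + 0.1) over the 11451 genes with a mean FPKM of at least 0.5, all 4 groups sharing 1 estimate of the spread, with Benjamini-Hochberg adjustment. A gene was called at an adjusted p under 0.05 with a change of more than 2-fold, the threshold the supplementary methods set for counts. Fold changes are on the log2(FPKM + 0.1) scale, which understates the change of genes with low FPKM. On simulated libraries of this size and depth, the test called 129 of 130 genes changed more than 2-fold and 0 of 11198 unchanged genes, of which 11 passed the adjusted p alone.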

To clarify how TRPM8 inhibits the Wnt/β-catenin signaling, we stimulated ND7/23 cells with 100 μM menthol or/and 100 ng/ml Wnt3a for 6 h and performed RNA sequencing. The results showed that the different stimuli can dramatically affect gene expression in cells (Fig. 5C). 

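The share of the squared distance between the 12 libraries that lay between the 4 groups was 32.3%, against 27.3% by chance (exact permutation test over all 15400 splits, one-sided, p = 0.00026). The alternative that moved this share most, log2(count + 1000) of the 500 most variable genes, chosen after the values were seen, gave 60.3%. The first principal component held 13.3% of the variance, the second 12.1% and the third 11.1%. Of the variance along them, 75.8%, 44.8% and 77.9% lay between the groups. In pairs of groups, the share between groups was 22.9% for menthol against control, 25.1% for Wnt3a against control, 24.4% for menthol with Wnt3a against Wnt3a and 21.1% for menthol with Wnt3a against menthol, where chance gives 20%. Exact permutation p was 0.1 for the first 3 pairs, the smallest that 3 libraries against 3 allow, and 0.4 for the last. The median size of the log2 fold change over all tested genes was 0.053 for menthol and 0.064 for Wnt3a against control. Menthol against control called 1 gene. This was *Mt1*, a metallothionein, which rose from 122.5 ± 32.7 to 364.9 ± 81.1 FPKM (SD, n = 3; log2 fold change 1.59, SE 0.212, limma adjusted p = 0.0135). Without control replicate 2 or 3, its adjusted p was 0.0619 or 0.0829, in a range of 1.56e-06 to 0.0829 over its alternatives. Wnt3a against control called 2 genes, both lowered. *Fbxo32* had a log2 fold change of −1.05 (SE 0.187, limma adjusted p = 0.0354) and *LOC679519* one of −1.09 (SE 0.203, limma adjusted p = 0.0429), on 8 to 38 reads per library in the groups compared. Over their alternatives, the adjusted p ranged from 0.0173 to 0.125 and from 0.0378 to 0.168, and without control replicate 1 it was 0.109 and 0.168. No gene was called for menthol with Wnt3a against Wnt3a, against menthol or against control, where 1660, 769 and 1546 genes had an unadjusted p under 0.05 (572.6 by chance). Of the 10 splits of the 6 libraries, tested after the results were seen, 1, 4 and 1 gave as many, the real split included. The highest count in another split was 1607, 1099 and 699. A fit with the replicate number as a block, an alternative set beforehand, called *Mt1* for menthol with Wnt3a against Wnt3a (limma adjusted p = 0.000151). With no fold threshold, 12 genes passed for menthol, 50 for Wnt3a, 6 for menthol with Wnt3a against Wnt3a, 11 for menthol with Wnt3a against menthol and 95 for menthol with Wnt3a against control. The alternative that moved the calls most, limma voom on the recovered counts with no fold threshold, chosen after the values were seen, passed 48, 284, 159, 29 and 257 genes in the same order. The 3 libraries of one group all lay above or all below the 3 of the other for 1816 genes with menthol against control (15.9%), 2315 with Wnt3a against control (20.2%), 2024 with menthol and Wnt3a together against Wnt3a (17.7%), 1292 with both against menthol (11.3%) and 2344 with both against control (20.5%), where chance gives 10%.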

Genes related to adenylate cyclase and sodium-potassium-ATPase were upregulated in Wnt3a group and downregulated in menthol group (Fig. 5D). 

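Of the 10 adenylate cyclase genes and the 7 sodium-potassium-ATPase genes listed, 2 and 4 reached the mean FPKM needed for the test. The 2 cyclases, *Adcy6* and *Adcy9*, are not among the genes of the heatmap. The heatmap's own cyclases, *Adcy1*, *Adcy5*, *Adcy7* and *Adcy8*, lie under that minimum. *Adcy6* (NCBI gene 25289), the most abundant adenylate cyclase, was at 7.40 ± 0.592 FPKM in control, 7.31 ± 0.776 in the Wnt3a group and 7.58 ± 0.424 in the menthol group (SD, n = 3). Its log2 fold change was −0.019 with Wnt3a (SE 0.082, limma adjusted p = 0.937) and 0.036 with menthol (SE 0.082, limma adjusted p = 0.926). Both signs depended on 1 library. With Wnt3a the change was 0.04 without control replicate 2 and 0.048 without Wnt3a replicate 2, and with menthol it was −0.017 without control replicate 3. *Adcy9* (NCBI gene 302950) changed by −0.19 on the log2 scale with Wnt3a (SE 0.16, limma adjusted p = 0.616) and by −0.06 with menthol (SE 0.16, limma adjusted p = 0.94). The menthol change was 0.076 without control replicate 2 and 0.079 without menthol replicate 1. *Atp1b1* (NCBI gene 25650) was at 25.6 ± 0.918 FPKM in control, 26.1 ± 0.0824 with Wnt3a and 24.7 ± 1.79 with menthol (SD, n = 3). It changed by 0.032 with Wnt3a and −0.052 with menthol (SE 0.046, limma adjusted p = 0.787 and 0.78), *Atp1b2* by 0.37 and 0.19 (SE 0.198, limma adjusted p = 0.411 and 0.814), and *Atp1b3* by 0.035 and 0.022 (SE 0.035, limma adjusted p = 0.681 and 0.891). Other adenylate cyclase genes had few reads. *Adcy1* had 0 to 3 reads in each library, *Adcy2* 0 to 1, and *Adcy5* 1 to 18. *Adcy8* had 0, 3 and 0 reads in control, 2, 7 and 7 with Wnt3a and 2, 1 and 3 with menthol. *Adcy7*, on 109 to 198 reads, changed by 0.096 with Wnt3a and −0.26 with menthol in a fit without the FPKM minimum (limma adjusted p = 0.888 and 0.805).

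**Figure D1:**
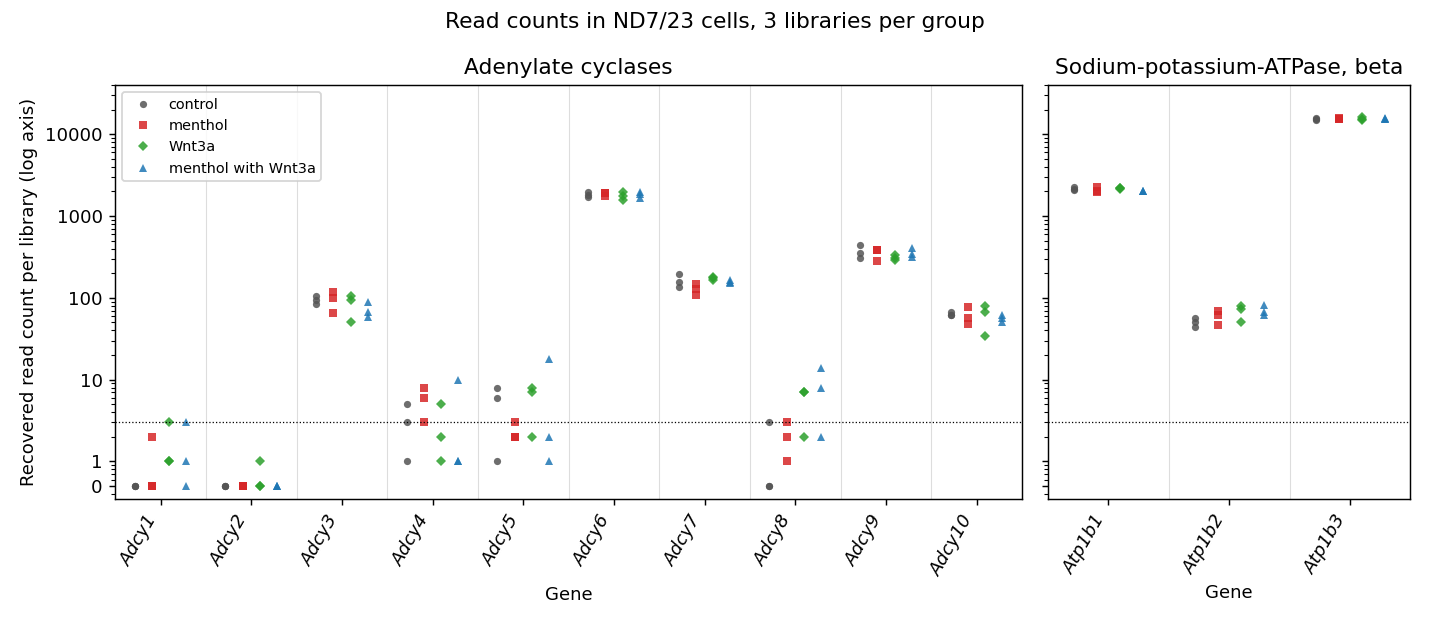
Reads per library on the 10 adenylate cyclase genes (left) and on *Atp1b1*, *Atp1b2* and *Atp1b3* of the sodium-potassium-ATPase (right), on a logarithmic axis with 0 drawn at 0.5 and a dotted line at 3 reads. Each point is 1 library, 3 per group (control grey circles, menthol red squares, Wnt3a green diamonds, menthol with Wnt3a blue triangles); for Adcy7 the 12 libraries lie at 109 to 198 reads, and for Adcy1 at 0 to 3.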

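The KEGG pathways deposited beside the genes were tested with the one-sided hypergeometric test over the 4683 tested genes that have a pathway, raised and lowered genes apart, with Benjamini-Hochberg adjustment over the pathways hit. None of the 92 tested genes of the cAMP signaling pathway and none of the 84 of the calcium signaling pathway was called in any comparison. At an unadjusted p under 0.05, 3 genes of the cAMP signaling pathway differed with menthol against control, 18 with Wnt3a against control and 15 with menthol and Wnt3a together against Wnt3a, and 3 genes of the calcium signaling pathway with both together against menthol. Adjusted over the list alone, these counts were 0, 2, 0 and 0. Of the 92 cAMP genes, 46 were higher and 46 lower with menthol against control (median log2 fold change 0.001), 44 higher and 48 lower with Wnt3a against control (median −0.009), and 45 higher and 47 lower with both together against Wnt3a. The 1 cAMP gene past the adjusted p over all genes was *Gli3*, lowered by Wnt3a by less than 2-fold (log2 fold change −0.32, limma adjusted p = 0.0354). Of the 84 calcium genes, 45 were higher and 39 lower with both together against menthol (median 0.005). Enriched pathways numbered 2. Mineral absorption passed with menthol (adjusted p = 0.00598, hypergeometric) through *Mt1* alone, 1 of its 28 tested genes, and the FoxO signaling pathway passed with Wnt3a (adjusted p = 0.0226, hypergeometric) through *Fbxo32* alone, 1 of its 106. The setting that moved these results most was a fit of the read counts by limma voom without the FPKM minimum, with genes taken at an unadjusted p under 0.05 and 2-fold, chosen after the values were seen. It gave 43 enriched pathways, and the cAMP signaling pathway was among them for genes raised by Wnt3a (10 genes, adjusted p = 0.00347, hypergeometric). The cAMP signaling pathway did not pass for genes lowered by menthol (3 genes, adjusted p = 0.927) or for genes lowered with both together against Wnt3a (4 genes, adjusted p = 0.753), nor did the calcium signaling pathway for genes lowered with both together against menthol (5 genes, adjusted p = 0.466).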

Through KEGG enrichment analysis, the application of menthol inhibited the cAMP signaling (Fig. 5E), and the application of Wnt3a promoted the cAMP signaling (Fig. 5F), while menthol could inhibit the promoting effect of Wnt3a on the cAMP signaling (Fig. 5G), and Wnt3a could inhibit the calcium signaling induced by menthol (Fig. 5H).

**Fig. 5:**
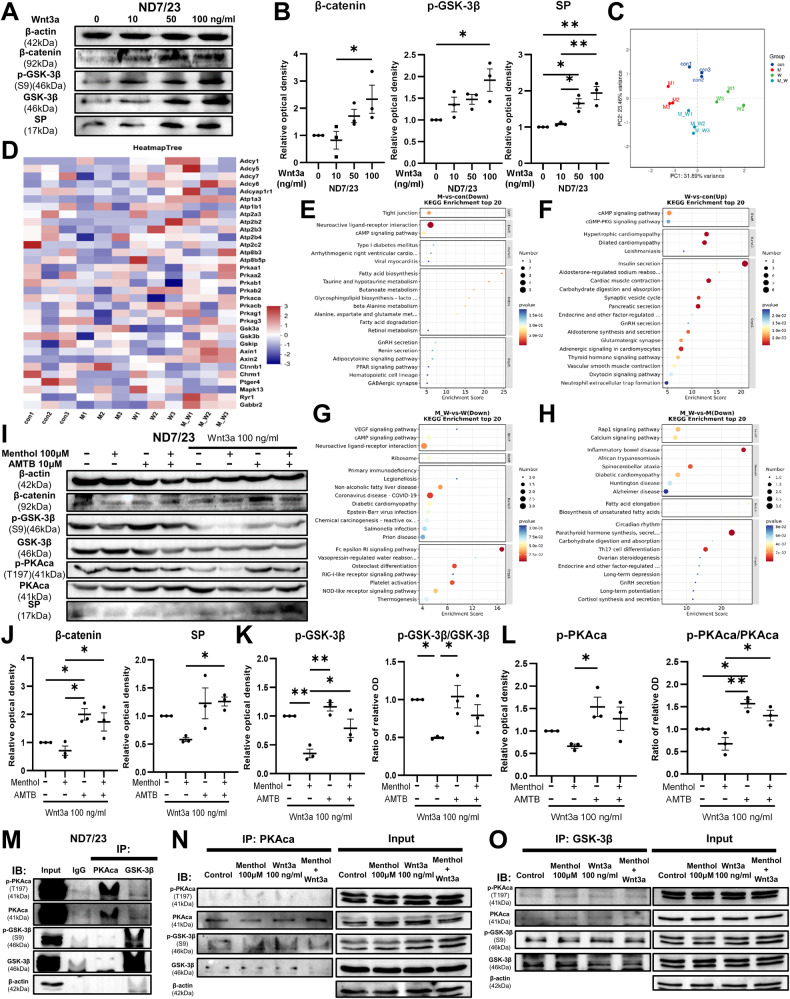
TRPM8 inhibits Wnt/β-catenin signaling-induced SP release via PKA/GSK-3β interaction in ND7/23 cells. **A** The protein levels of β-catenin, phosphorylated GSK-3β, total GSK-3β and SP in ND7/23 cells after stimulation of Wnt3a for 6 h, and β-actin was used as a loading control. **B** The relative optical densities of β-catenin, phosphorylated GSK-3β and SP in ND7/23 cells after stimulated of Wnt3a (n = 3). We stimulated ND7/23 cells with 100 μM menthol, 100 ng/ml Wnt3a and menthol with Wnt3a for 6 h and performed RNA sequencing analysis. **C** A PCA plot was generated to represent the genes expression trends in the samples. **D** A heatmap of gene expression related to cAMP signaling pathway and Wnt/β-catenin signaling pathway was generated. Top 20 significant enrichments of KEGG pathways were presented to compare control vs menthol (**E**), control vs Wnt3a (**F**), menthol with Wnt3a vs Wnt3a (**G**), and menthol with Wnt3a vs menthol (**H**). **I** The protein levels of β-catenin, phosphorylated GSK-3β, total GSK-3β, phosphorylated PKAca, total PKAca and SP in ND7/23 cells after stimulation of 100 μM menthol or/and 10 μM AMTB or/and 100 ng/ml Wnt3a for 6 h. **J** The relative optical densities of β-catenin and SP in Wnt3a stimulated groups (n = 3). The relative optical densities and ratio of phosphorylated GSK-3β and total GSK-3β (**K**), phosphorylated PKAca and total PKAca (**L**) in Wnt3a stimulated groups (n = 3). **M** immunoblot analysis of the indicated proteins from immunoprecipitates (IP) via PKAca antibody, GSK-3β antibody, and IgG, and input group obtained from ND7/23 cells. immunoblot analysis of the indicated proteins from IP via PKAca antibody (**N**) and GSK-3β antibody (**O**) and input groups from ND7/23 cells that stimulated by 100 μM menthol, 100 ng/ml Wnt3a and menthol with Wnt3a for 6 h. The cell lysates were pulled down with nickel beads and immunoblotted with indicated antibody. *P < 0.05; **P < 0.01.

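The heatmap names 33 genes, of which 14 had a mean FPKM of at least 0.5. If these genes were chosen on the same libraries, counts adjusted over the list alone are not independent evidence. With menthol against control, 6 of the 14 were higher and 8 lower, their log2 fold changes lay between −0.082 and 0.05, and none had an unadjusted p under 0.05. With Wnt3a against control, 5 were higher and 9 lower, 4 had an unadjusted p under 0.05, 2 passed when adjusted over the list alone and 1 over all genes. With menthol and Wnt3a together against Wnt3a, these counts were 8, 6, 6, 5 and 0, and against menthol 11, 3, 2, 1 and 1. The gene past the adjusted p over all genes was *Axin2*, a target of the Wnt/β-catenin pathway. It was at 4.95 ± 0.201 FPKM in control, 5.01 ± 0.402 with menthol, 7.10 ± 0.479 with Wnt3a and 8.30 ± 0.445 with both (SD, n = 3). The log2 fold change was 0.51 with Wnt3a against control (SE 0.072, limma adjusted p = 0.00875), 0.72 with both against menthol (limma adjusted p = 0.000645) and 0.22 with both against Wnt3a (limma adjusted p = 0.201). For Wnt3a against control the limma adjusted p ranged from 0.00611 to 0.0563 over the alternatives, and it rose above 0.05 without control replicate 3 (0.0509) and without Wnt3a replicate 2 (0.0563). *Ctnnb1*, which encodes β-catenin, changed by −0.004 with Wnt3a and 0.012 with menthol (SE 0.023, limma adjusted p = 0.95 and 0.911). *Gsk3b* changed by −0.069 and −0.082 (SE 0.038, limma adjusted p = 0.429 and 0.536), and *Prkaca*, which encodes the catalytic subunit PKAca, by −0.13 and −0.009 (SE 0.046, limma adjusted p = 0.212 and 0.973). Of the 19 heatmap genes under the FPKM minimum, 11 had a mean of fewer than 10 reads per library. In a fit of all genes, *Ptger4* (46, 87 and 68 reads in control, 31, 32 and 26 with menthol) and *Chrm1* (14, 4 and 7 against 2, 2 and 2) were lower with menthol at an unadjusted p under 0.05, with limma adjusted p of 0.37 and 0.656 (0.336 and 0.551 with limma voom).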

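All genes of a pathway were also compared at once with camera, a test of whether a set of genes shifts against the other genes (limma, inter-gene correlation preset to 0.01), adjusted over 40 tests of 8 sets in 5 comparisons. For the cAMP set, camera gave an adjusted p of 0.993 with menthol against control, 0.942 with Wnt3a against control and 0.993 with menthol and Wnt3a together against Wnt3a. The calcium set had 0.993 with both together against menthol. The adenylate cyclase set, in which *Adcy6* and *Adcy9* alone were tested, had 0.971 with Wnt3a and 0.993 with menthol against control. The sodium-potassium-ATPase set had 0.993 in both. The 1 set to pass was a list of 28 targets of the Wnt/β-catenin pathway, 13 of them tested. It was higher with menthol and Wnt3a together than with menthol (10 genes higher and 3 lower, mean log2 fold change 0.15, camera adjusted p = 0.0142), and it passed neither under fry (0.163) nor with an estimated correlation (0.995). Its adjusted p was 0.0862 without menthol replicate 1, 0.0718 without menthol with Wnt3a replicate 2 and 0.0524 without menthol with Wnt3a replicate 3, in a range of 0.00483 to 0.995 over the alternatives. Of 936 genes higher with Wnt3a than in control at an unadjusted p under 0.05, 810 (86.5%) were lower with menthol and Wnt3a together than with Wnt3a. Both comparisons use the same Wnt3a libraries, which alone raises such a share. In 100 simulations in which menthol left the Wnt3a means unchanged it was 67% (63.8 to 69.9%), and in 100 in which no group differed it was 89% (84.2 to 93.2%). Across the 11451 tested genes, which are not independent replicates, the menthol and Wnt3a changes against the shared control had a Pearson r of 0.411, against 0.442 to 0.551 in 100 simulations of unchanged groups. From its enriched pathways, the paper states that menthol lowered cAMP signaling and counteracted its promotion by Wnt3a, and it then examined PKAca and GSK-3β by immunoblot (Fig. 5I).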

GSK-3β is the main inhibitory molecule in Wnt/β-catenin signaling pathway [25]. PKA is the main molecule of the cAMP signaling pathway [26], among which PKAca is the main catalytic subunit of PKA [27]. We further verified their protein levels under the activation of TRPM8 and/or Wnt3a. The results showed that menthol inhibited the promotion effect of Wnt3a on the protein levels β-catenin and SP (Fig. 5I, J). Under Wnt3a stimulation, menthol decreased the level of phosphorylated GSK-3β and the ratio of phosphorylated GSK-3β to total GSK-3β (Fig. 5K), and had the same inhibitory effect on PKAca (Fig. 5L). In the absence of Wnt3a stimulation, the levels of various proteins were not statistically different among the four groups (Supplementary Fig. 7C–F). The above results proved that there was a clear positive correlation between the phosphorylation degree of GSK-3β and the phosphorylation degree of PKAca on the basis of the activation of Wnt/β-catenin signaling pathway.

In order to clarify whether there is an interaction between PKAca and GSK-3β, we used PKAca and GSK-3β antibodies to immunoprecipitate ND7/23 cell lysates and performed immunoblot. We found that phosphorylated GSK-3β protein was present in the immunoprecipitation group using PKAca antibody, and phosphorylated PKAca protein was also present in the immunoprecipitation group using GSK-3β antibody (Fig. 5M). We next performed immunoprecipitation and immunoblot on menthol and/or Wnt3a-stimulated ND7/23 cells. The results showed that all four groups had the combination of PKAca and GSK-3β, and in the PKAca and GSK-3β immunoprecipitation groups, menthol inhibited the combination of PKAca and GSK-3β under the action of Wnt3a (Fig. 5N, O). In addition, menthol decreased the level of phosphorylated GSK-3β in the corresponding input group (Fig. 5N, O). The above results demonstrated that phosphorylated PKAca and GSK-3β can be combined with each other, which explains the positive correlation phenomenon of their phosphorylation degree.

### SP inhibits proliferation and promotes apoptosis of colonic organoids

The nerve endings of primary sensory neurons are distributed in the submucosa of the colon, and they secrete neuropeptides such as SP [28]. The SP receptor NK-1R is highly expressed in the colonic epithelium and is upregulated in IBD patients [14]. To observe the effect of SP on the colonic epithelium, we stimulated mouse colonic epithelial organoids with SP (1 μM) for 8 days and performed propidium iodide (PI) staining to indicate apoptosis. Our study found that SP inhibited the growth of colonic epithelial organoids and promoted their apoptosis (Fig. 6A). The area fold-change curves indicated that the organoids stopped growing after day 3, and the difference was significant (Fig. 6B). Similar effects were observed by stimulating colonic organoids with different concentrations of SP (100 nM and 1 μM) for 48 h (Fig. 6C). To clarify the role of SP in the proliferation and apoptosis of mouse colonic epithelial organoids, we performed Ki67, TUNEL, and PI staining. The results showed that SP stimulation decreased the number of Ki67-positive cells (Fig. 6D) and increased the number of TUNEL-positive particles (Fig. 6E), with a statistically significant difference (Fig. 6F). The PI staining images showed that SP significantly promoted apoptosis in mouse colonic organoids (Fig. 6G).

**Fig. 6:**
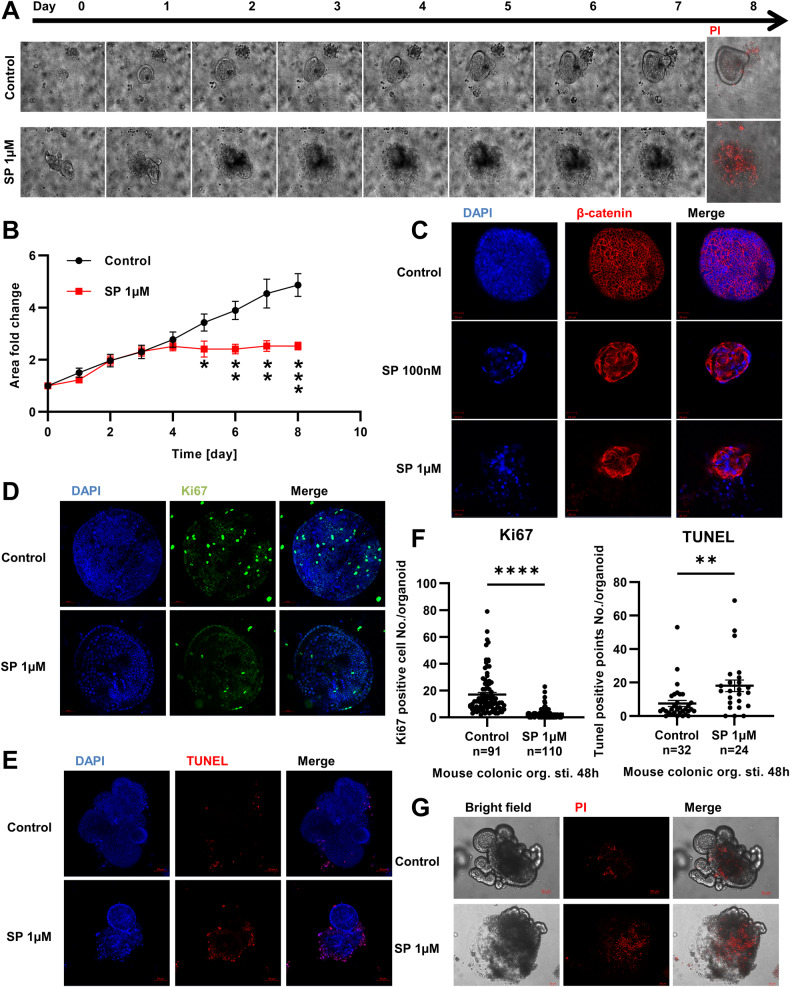
SP regulates the proliferation and apoptosis in mouse colonic organoids. **A** Mouse colonic organoids were stimulated with SP (1 μM) for 8 days and the same organoids were performed microscopy every day, and stained with PI (red) on day 8. **B** The area of the organoids was measured every day to draw a fold change curve (n = 6). **C** Immunostaining of organoids stimulated with different concentrations of SP (100 nM or 1 μM) for 48 h, DAPI (blue) indicates cell nuclei, and β-catenin (red) indicates cell outlines (living cells). After SP stimulation for 48 h, Ki67, TUNEL and PI staining was performed in colonic organoids, Ki67 (green) indicated proliferating cells (**D**), and TUNEL or PI (red) indicated apoptosis (**E**, **G**). **F** The Ki67-positive cells or TUNEL-positive particles of each organoid were counted to compare the effect of SP on proliferation and apoptosis, n indicated the number of organoids. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

To verify the effect of SP on human colonic epithelium, we stimulated human colonic organoids with SP (1 μM) for 48 h and performed microscopy and staining. The results showed that SP inhibited the growth of human colonic organoids (Fig. 7A), and organoids in the SP-stimulated group were significantly smaller than those in the control group (Fig. 7B). On the other hand, the staining showed that the number of Ki67-positive cells in human colonic organoids significantly decreased after SP stimulation (Fig. 7C, D), with smaller organoids (Fig. 7C). In contrast, the number of TUNEL-positive particles in SP-stimulated organoids were increased (Fig. 7E, F), and the 3-dimensional structure of the organoids was destroyed (Fig. 7E). Collectively, these results indicated that SP may aggravate IBD or DSS-induced colitis in mice by inhibiting proliferation and promoting apoptosis of colonic epithelial cells.

**Fig. 7:**
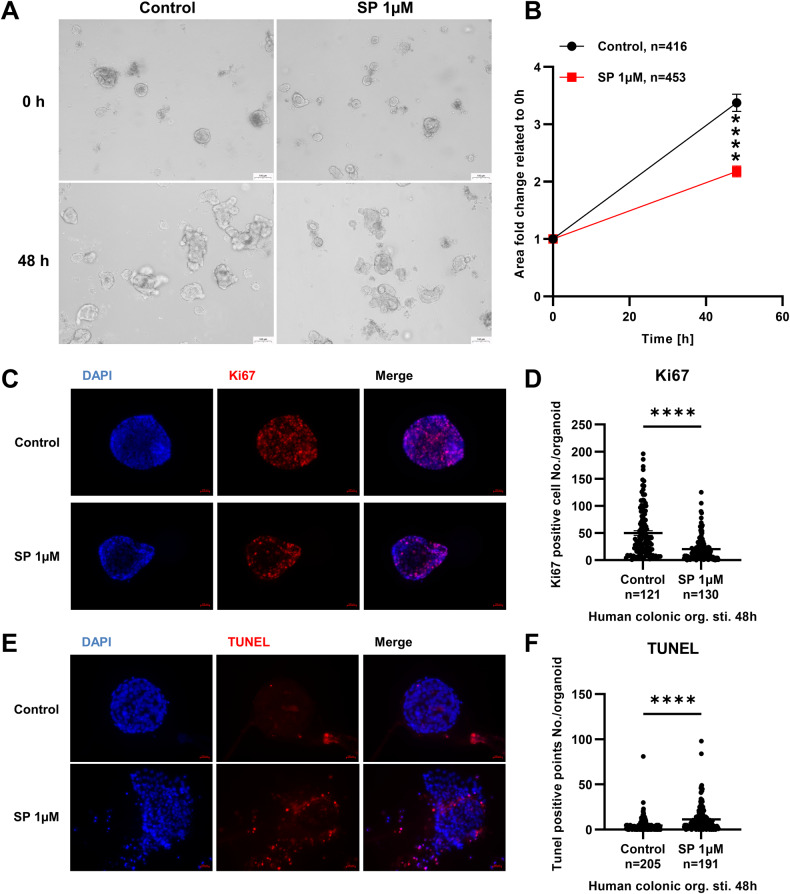
SP inhibits the proliferation and promote the apoptosis of human colonic organoids. **A** Human colonic organoids were stimulated by SP (1 μM) for 48 h and performed microscopy before and after stimulation. **B** The area of the organoids was measured before and after stimulation to draw a fold change curve, n indicated the number of organoids. **C** Ki67 staining of organoids stimulated by SP for 48 h, DAPI (blue) indicates cell nuclei and Ki67 (green) indicated proliferating cells. **D** The Ki67-positive cells of each organoid were counted; n indicated the number of organoids. **E** TUNEL staining of organoids after stimulation, DAPI (blue) indicates cell nuclei and TUNEL (red) indicated apoptosis. **F** The TUNEL-positive particles of each organoid were counted; n indicated the number of organoids. ****P < 0.0001.

### The SP receptor antagonist Aprepitant and menthol can both alleviate colitis in mice but the effects are not additive

Presently, SP receptor NK-1R antagonist (Aprepitant) has been utilized in the treatment of chemotherapy-induced nausea and vomiting [15], and could be used to relieve cough in lung cancer [29]. If the effect of Aprepitant in colitis is determined, Aprepitant could be regarded as a potential drug for IBD treatment. In addition, comparing the therapeutic effects of menthol, Aprepitant, and Aprepitant plus menthol in colitis can clarify whether they have a direct relationship. In the drinking water negative control groups or during DSS-induced colitis modeling in mice, menthol was given by enema and Aprepitant was given by intraperitoneal injection (Fig. 8A). Compared with drug application groups and negative control groups, the DSS group had more severe colitis symptoms, significantly reduced body weight (Fig. 8B, C), and significantly shortened colon (Fig. 8D, E), while there was no significant difference between the negative control groups (Fig. 8B–E). In addition, histopathological analyses of colonic tissues using H&E staining revealed significant infiltration of inflammatory cells and destruction of mucosal epithelial layer in the DSS group (Fig. 8F, G). However, there were no significant differences in body weight, colon length, inflammatory cell infiltration, and epithelial disruption among the drug-applied DSS groups (Fig. 8B–G). Experiments shown that both TRPM8 agonist menthol and SP receptor antagonist Aprepitant could alleviate colitis in mice, but they could not be superimposed, which verifies the role of TRPM8 in attenuating colitis by inhibiting SP release.

**Fig. 8:**
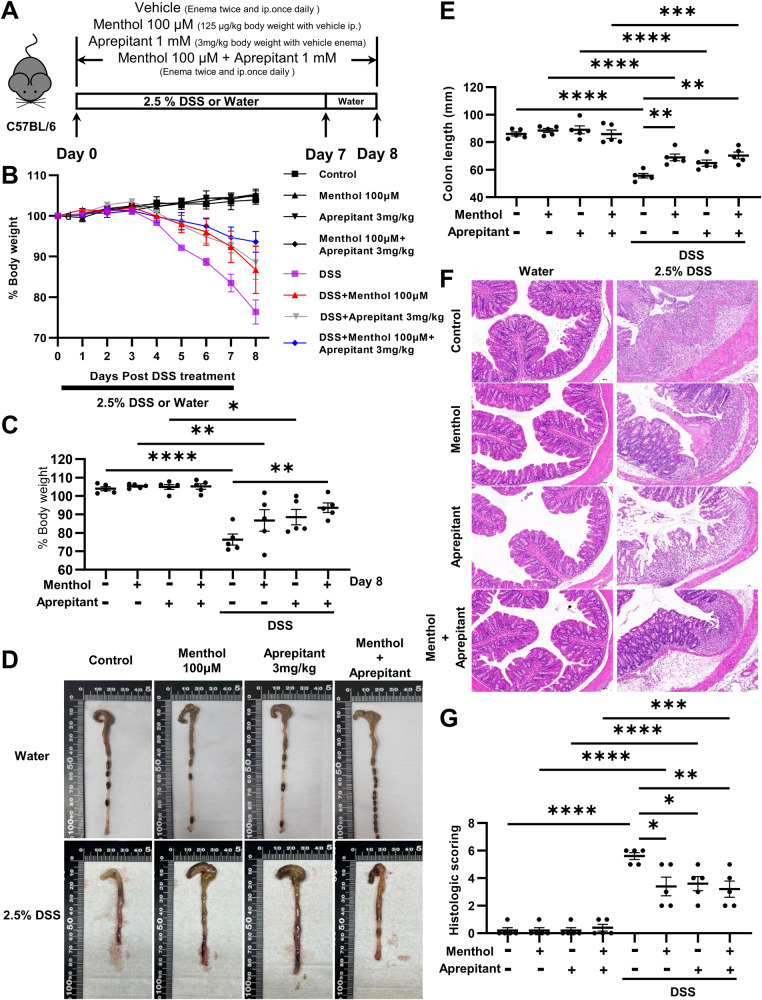
The SP receptor antagonist Aprepitant cannot enhance the therapeutic effect of menthol in DSS-induced mice colitis. **A** Grouping method, drug dosages and examination time points of animal experiments. **B** The body weight curves were drawn for eight groups of colitis and non-colitis mice (n = 5). **C** Comparison of body weight percentages on day 8 of eight groups of colitis and non-colitis mice (n = 5). **D** The photographs of colons with scale bars in eight groups of mice and **E** the summary graph (n = 5). **F** Colonic H&E staining pictures of eight groups mice and **G** the histological scoring graph (n = 5). *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Discussion

The sensory nervous system plays important role in IBD pathogenesis. TRP channels are nociceptors and temperature receptors in primary sensory neurons that regulate the secretion of neuropeptides [30]. TRPM8 is a cold-sensory receptor, and its specific agonist, menthol, is a widely used food additive and is found in traditional Chinese medicine [31–33]. Previous study reported that the activation of TRPM8 inhibited the release of the pro-inflammatory factor TNF-α in macrophages through the MAPK pathway and promoted the release of the anti-inflammatory factor, IL-10 [10]. Our study identified a different mechanism whereby TRPM8 activation can inhibit the secretion of the pro-inflammatory neuropeptide SP from the colonic primary sensory neurons [34].

TRPM8 induces calcium ion influx in primary sensory neurons and affects various cellular functions. In macrophages, TRPM8 regulates MAPK signaling pathways such as MAPK/ERK and MAPK/P38 [10]. Another study showed that TRPM8 activation can inhibit the development of colorectal cancer by suppressing the Wnt/β-catenin signaling pathway [35]. Our study discovered for the first time that the activation of TRPM8 mainly inhibited the SP release from primary sensory neurons via Wnt/β-catenin signaling pathway. In addition, we found that Wnt3a, a ligand of the Wnt/β-catenin signaling pathway, was upregulated in the lesion tissues of IBD patients and colitis mice, and TRPM8 can inhibit the combination of PKAca molecule of cAMP signaling pathway and GSK-3β molecule of Wnt/β-catenin signaling pathway, thereby inhibiting GSK-3β phosphorylation. GSK-3β is the main inhibitory molecule of Wnt/β-catenin signaling pathway, which is inactivated by degradation after phosphorylation [25]. Unphosphorylated GSK-3β can phosphorylate β-catenin, thereby promoting the degradation of β-catenin and inhibiting its translocation into the nucleus to regulate transcription [25].

Colonic epithelial barrier function is impaired in IBD and the SP receptor NK-1R is expressed in the epithelial cells [36, 37]. Several studies have shown that short-term (6–24 h) stimulation of SP can inhibit apoptosis in the colonic epithelial cell line NCM460 [38, 39]. Another study found that long-term (48 h) stimulation of SP can induce apoptosis in B16F10 melanoma cells [40]. Similarly, our study revealed that SP stimulation for less than 24 h had no significant effect on the growth of mouse colonic organoids, whereas SP stimulation for 48 h inhibited proliferation and promoted apoptosis of mouse and human colonic organoids. Our results indicated that the effect of SP on colonic epithelium was time dependent. IBD is a chronic inflammatory disease, the long-term stimulation of SP may be closer to the pathogenesis of IBD, and SP may aggravate the severity of IBD by promoting colonic epithelial cell apoptosis. SP receptor NK-1R antagonist (Aprepitant) has been used clinically to treat nausea, vomiting and cough [15, 29]. Our study found that menthol and Aprepitant have clear therapeutic effects on DSS-induced colitis in mice, and they can be regard as potential therapeutic drugs for IBD. These two substances have no obvious toxic and side effects on the human body, and further relevant clinical trials should be carried out. Our research mainly focused on mouse model experiments, so the regulatory effect of TRPM8 on SP release in colonic tissues of patients with IBD should be further studied.

Collectively, our study showed that the expression levels of *TRPM8*, *TAC1*, *WNT3A* were correlated with the severity of IBD. The activation of TRPM8 attenuated DSS-induced colitis in mice. Menthol-induced calcium influx of TRPM8 can inhibit the combination of PKAca from the cAMP signaling pathway and GSK-3β from the Wnt/β-catenin signaling pathway, thereby inhibiting the role of β-catenin in promoting the release of SP from primary sensory neurons. Our study also found that long-term SP stimulation inhibited proliferation and promoted apoptosis in mouse and human colonic epithelial organoids. Both the TRPM8 agonist menthol and the SP receptor antagonist Aprepitant can attenuate colitis in mice, but the effects were not additive.

## Materials and methods

### Experimental animals

8–12 weeks old C57BL/6 mice were purchased from Model Organisms Center. All animal experiments were approved by the Biological Research Ethics Committee of the Tongji University (Permit Number: TJBB05523101). Mice were administered 2.5% DSS (MP Biomedicals) to induce colitis [10]. Menthol was dissolved and stored in DMSO at 100 mM and administrated as 125 μg/kg body weight [10]. Aprepitant was performed as 3 mg/kg body weight [41].

### Histological analysis of colitis

Colitis severity was determined by assessing the sum (range, 0–6) of the scores (range, 0–3) for the degree of tissue damage and lamina propria inflammatory cell infiltration [42].

### Dorsal root ganglion isolation and stimulation

The mice dorsal root ganglion (DRG) was dissected and dissociated, as previously described [43, 44].

### Ratiometric (Ca^2+^)i measurements

Ratiometric (Ca^2+^)i measurements were performed using a Fluo-4 Calcium Imaging Kit (Thermo Fisher, New York, USA) [45].

### Colonic crypt isolation and organoid culture

The specific experimental procedure has been described previously and the details was in the online supplementary methods [43].

### Substance P release from isolated mouse colon

The details of the experimental procedure were performed as Engel M.A.’s previous study and see online supplementary methods for details [16, 46, 47].

### Statistical analysis

All results are presented as the mean ± standard error of the mean (SEM). The number (n) quoted throughout the manuscript refers to the number of mice, isolated DRG neurons, colonic organoids, or experimental repetitions. The t-test was used to compare two groups, and one-way ANOVA and Tukey’s multiple comparisons test were used to compare more than two groups to determine the statistical significance. All results were calculated using GraphPad Prism V9: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Supplementary information

Supplemental Materials

aj-checklist

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper or the Supplementary Materials. The RNA-sequencing data presented in this article have been submitted to the NCBI Gene Expression Omnibus database under accession number GSE242559.

# Supplementary material for: TRPM8 inhibits substance P release from primary sensory neurons via PKA/GSK-3beta to protect colonic epithelium in colitis
**Source:** Cell Death Dis. 2024 Jan 27;15(1):91. doi: 10.1038/s41419-024-06480-5
**Supplement:** Supplementary file 1 — Supplemental Materials

## Supplementary Figures

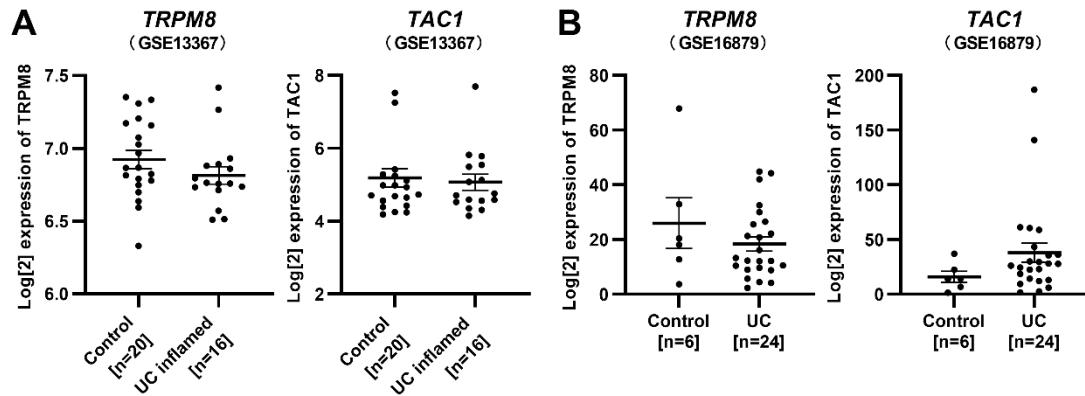

**Supplementary Fig. 1** The expression of *TRPM8* and *TAC1* in GSE13367 and GSE16879. (A) The mRNA expression of *TRPM8* and *TAC1* in control tissues (n=20) and UC inflamed tissues (n=16) indicated by data from GSE13367. (B) The mRNA expression of *TRPM8* and *TAC1* in normal tissues (n=6) and UC tissues (n=24).

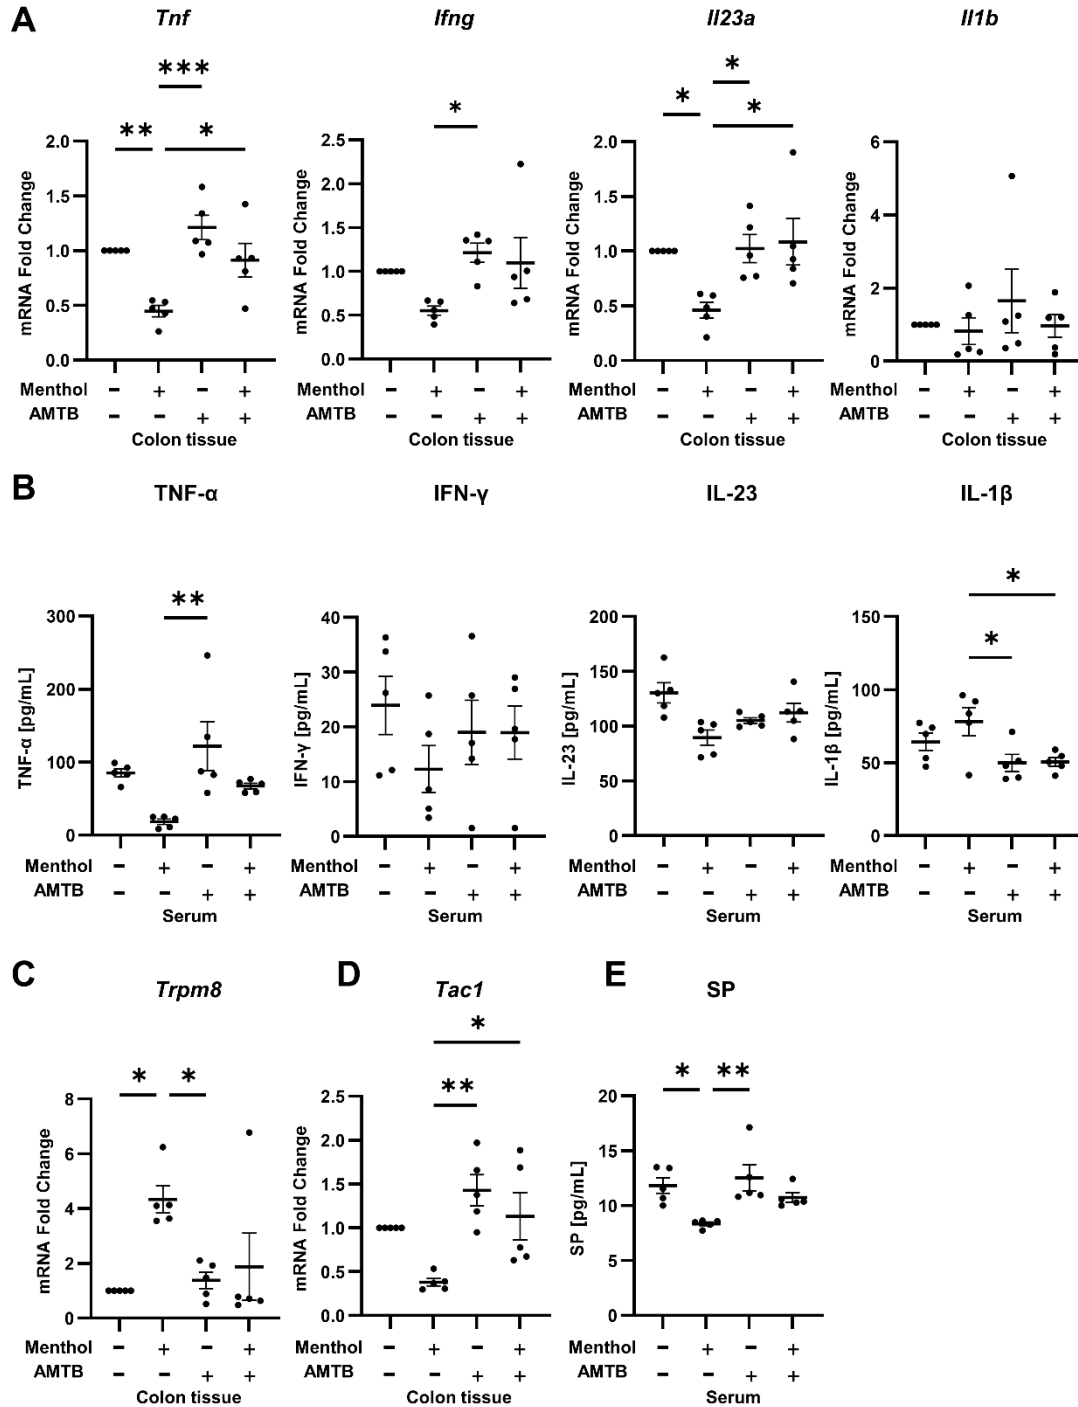

**Supplementary Fig. 2** Menthol regulates the inflammatory cytokines and SP release

in colitis mice. (A) The mRNA fold changes of *Tnf*, *Ifng*, *Il23a*, and *Il1b* in the four groups (n=5). (B) The sera of the four groups mice were measured for TNF- $\alpha$ , IFN- $\gamma$ , IL-23, and IL-1 $\beta$  by ELISA (n=5). (C) The mRNA expression fold change of *Trpm8* in the four groups (n=5). (D) The mRNA expression fold change of *Tac1* and (E) the

protein level of SP in the four groups of colitis mice (n=5). \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001.

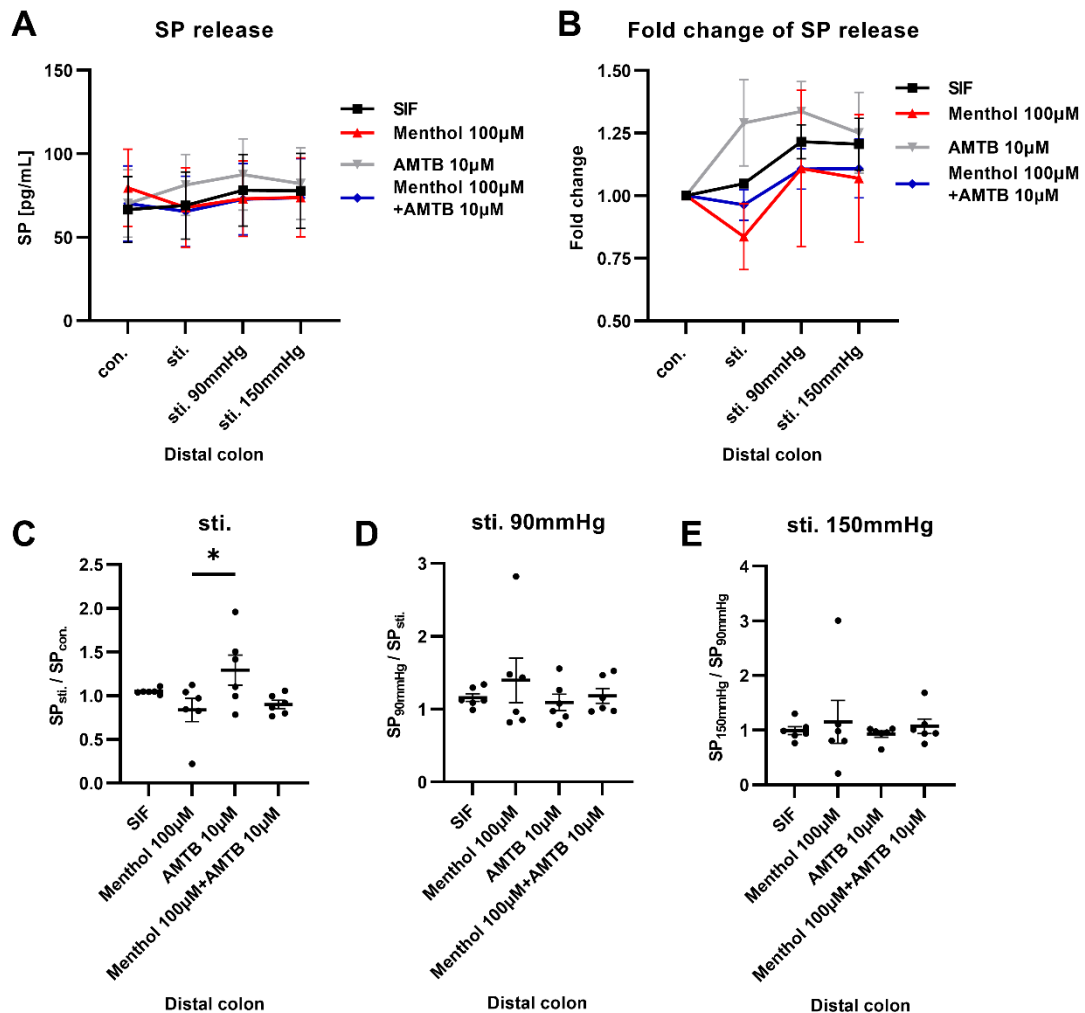

**Supplementary Fig. 3** The activation of TRPM8 inhibits SP release from mouse colon and is reversed by nociceptive stimuli. (A) The concentrations of SP released by the mouse colon under different pressurized conditions (no pressure or 90 mmHg or 150 mmHg) and different stimulation (menthol 100μM or/and AMTB 10μM) was determined by ELISA, n=6. (B) The concentrations of SP released by the mouse

colon were based on the control stage to make a fold change curve. In order to clarify the difference between the different stages among the groups, (C) we compared the ratio of stimulation stage and control stage, (D) the ratio of 90 mmHg stage and stimulation stage, (E) the ratio of 150 mmHg stage and 90 mmHg stage. \*P < 0.05.

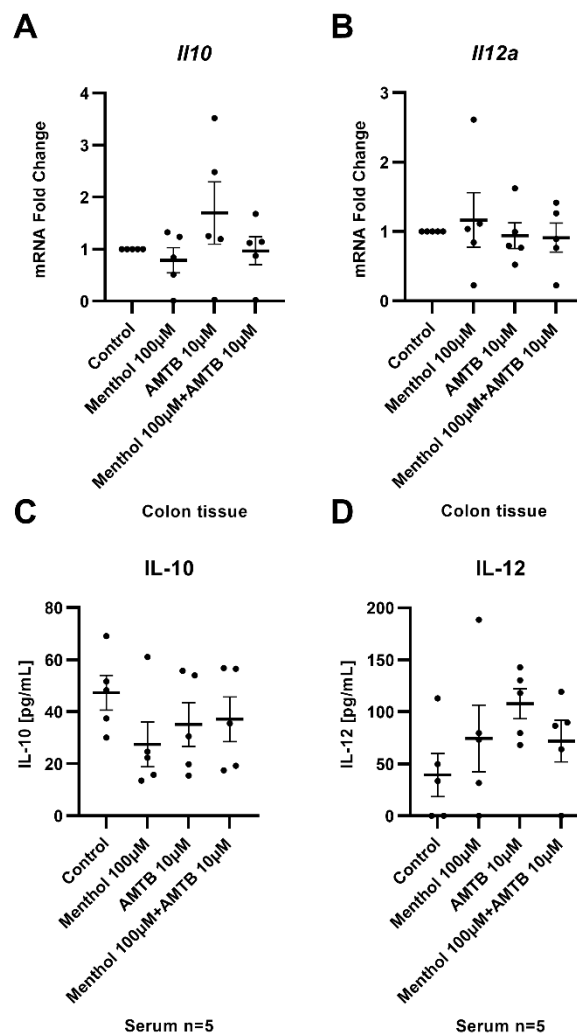

**Supplementary Fig. 4** Menthol affects the inflammatory cytokines release in colitis mice. (A, B) The mRNA fold changes of *Il10* and *Il12a* in the four groups (n=5). (C, D) The sera of the four groups mice were measured for IL-10 and IL-12 by ELISA (n=5).

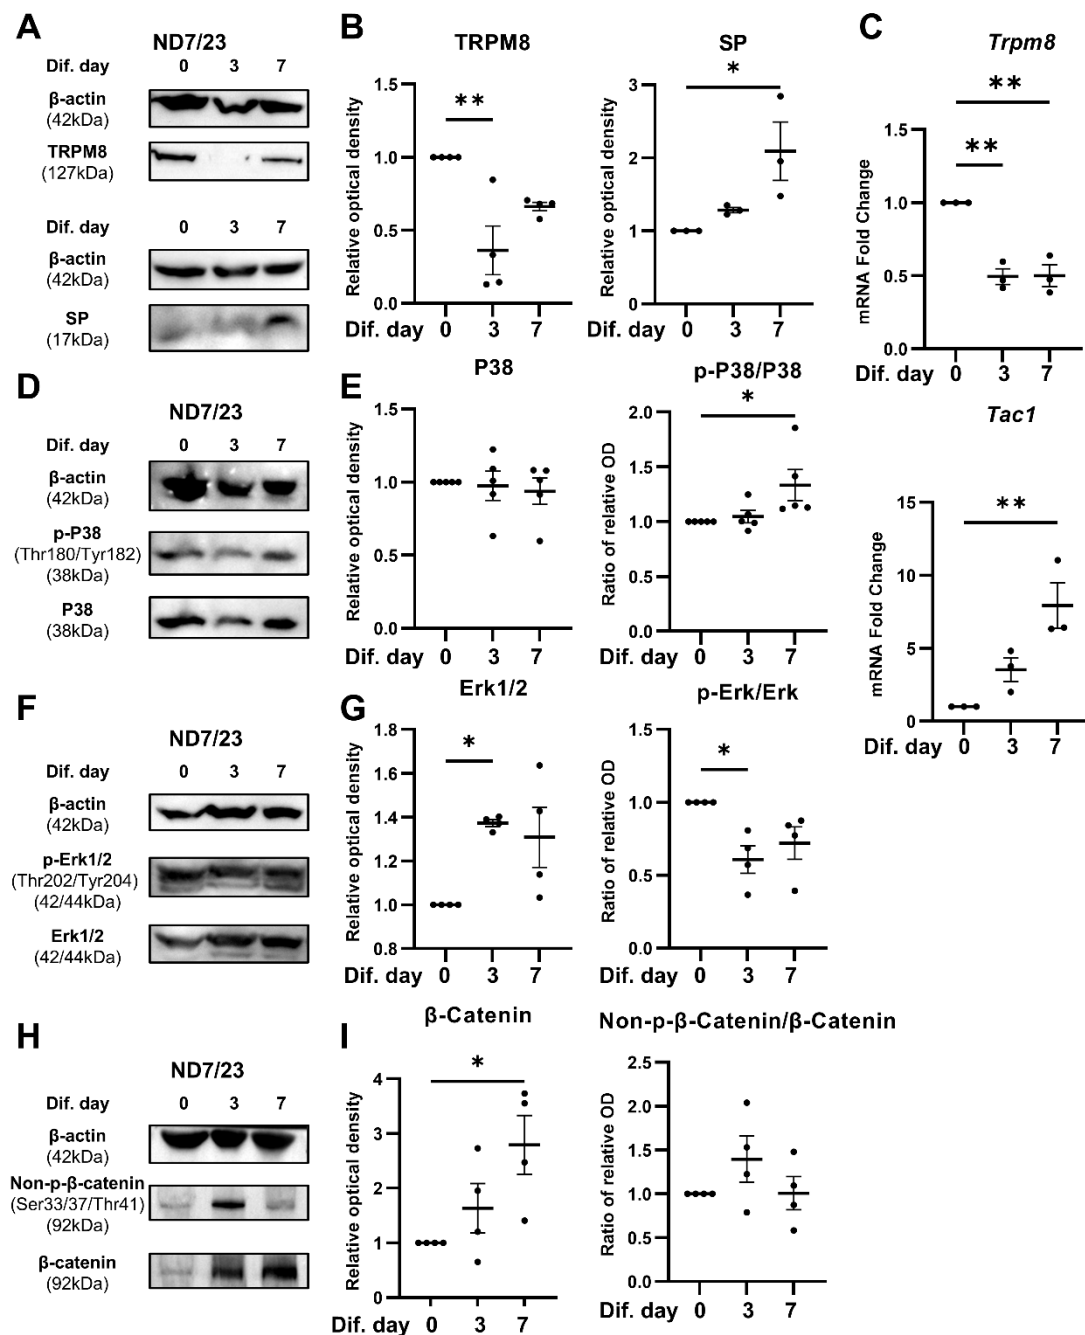

**Supplementary Fig. 5** The differentiation of ND7/23 cells affects the protein levels.

(A) Immunoblotting was used to detect the protein levels of TRPM8 and TAC1 in ND7/23 cells after 3 days and 7 days of differentiation, and β-actin was used as a loading control. (B) The relative optical densities of TRPM8 and SP in ND7/23 cells

after 3 days and 7 days of differentiation (n=4). (C) The mRNA fold changes of *Trpm8* and *Tac1* in ND7/23 cells after 3 days and 7 days of differentiation (n=3). The protein levels of phosphorylated P38 and total P38 (D), phosphorylated ERK1/2 and total ERK1/2 (F), non-phosphorylated  $\beta$ -catenin and total  $\beta$ -catenin (H) in ND7/23 cells after differentiation, and the relative optical densities or ratios corresponding to the above proteins (E n=5,G n=4,I n=4). \*P < 0.05; \*\*P < 0.01.

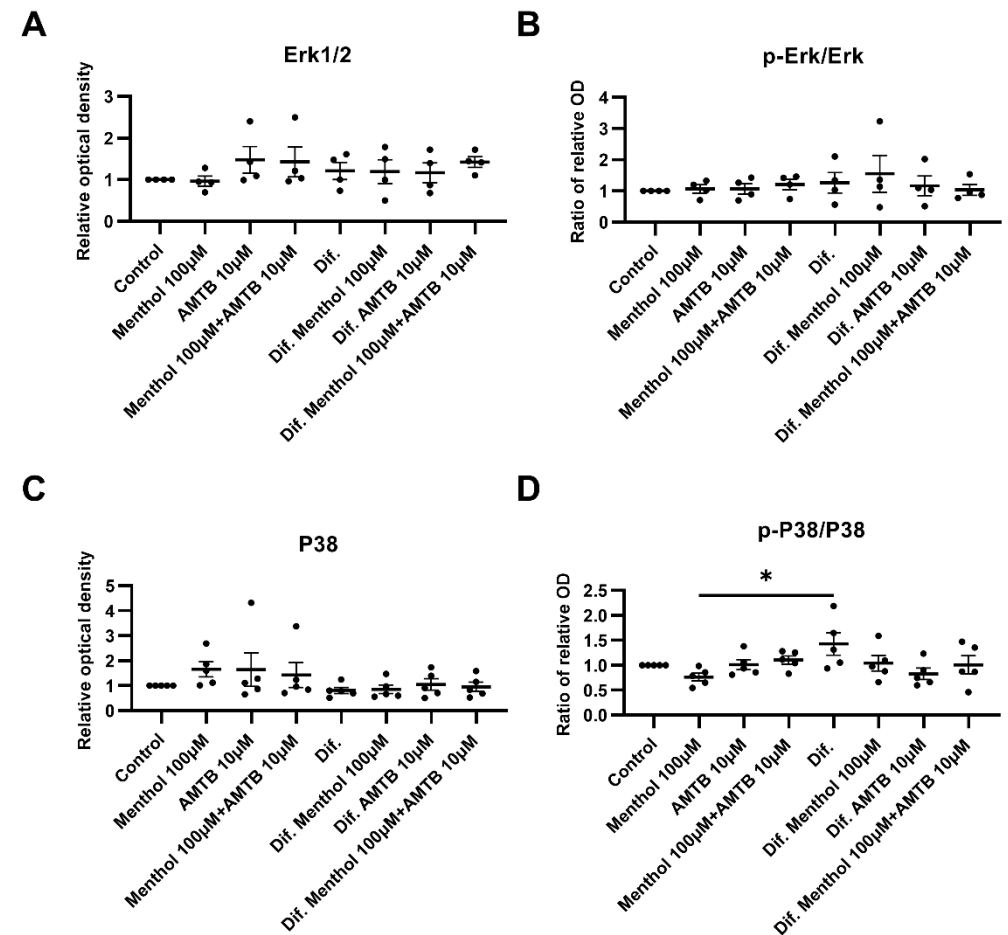

**Supplementary Fig. 6** TRPM8 influences the protein level in undifferentiated and differentiated ND7/23 cells. The relative optical densities and ratios of

phosphorylated P38 to total P38 (A, B, n=4) and phosphorylated ERK1/2 to total ERK1/2 (C, D, n=5). \*P < 0.05.

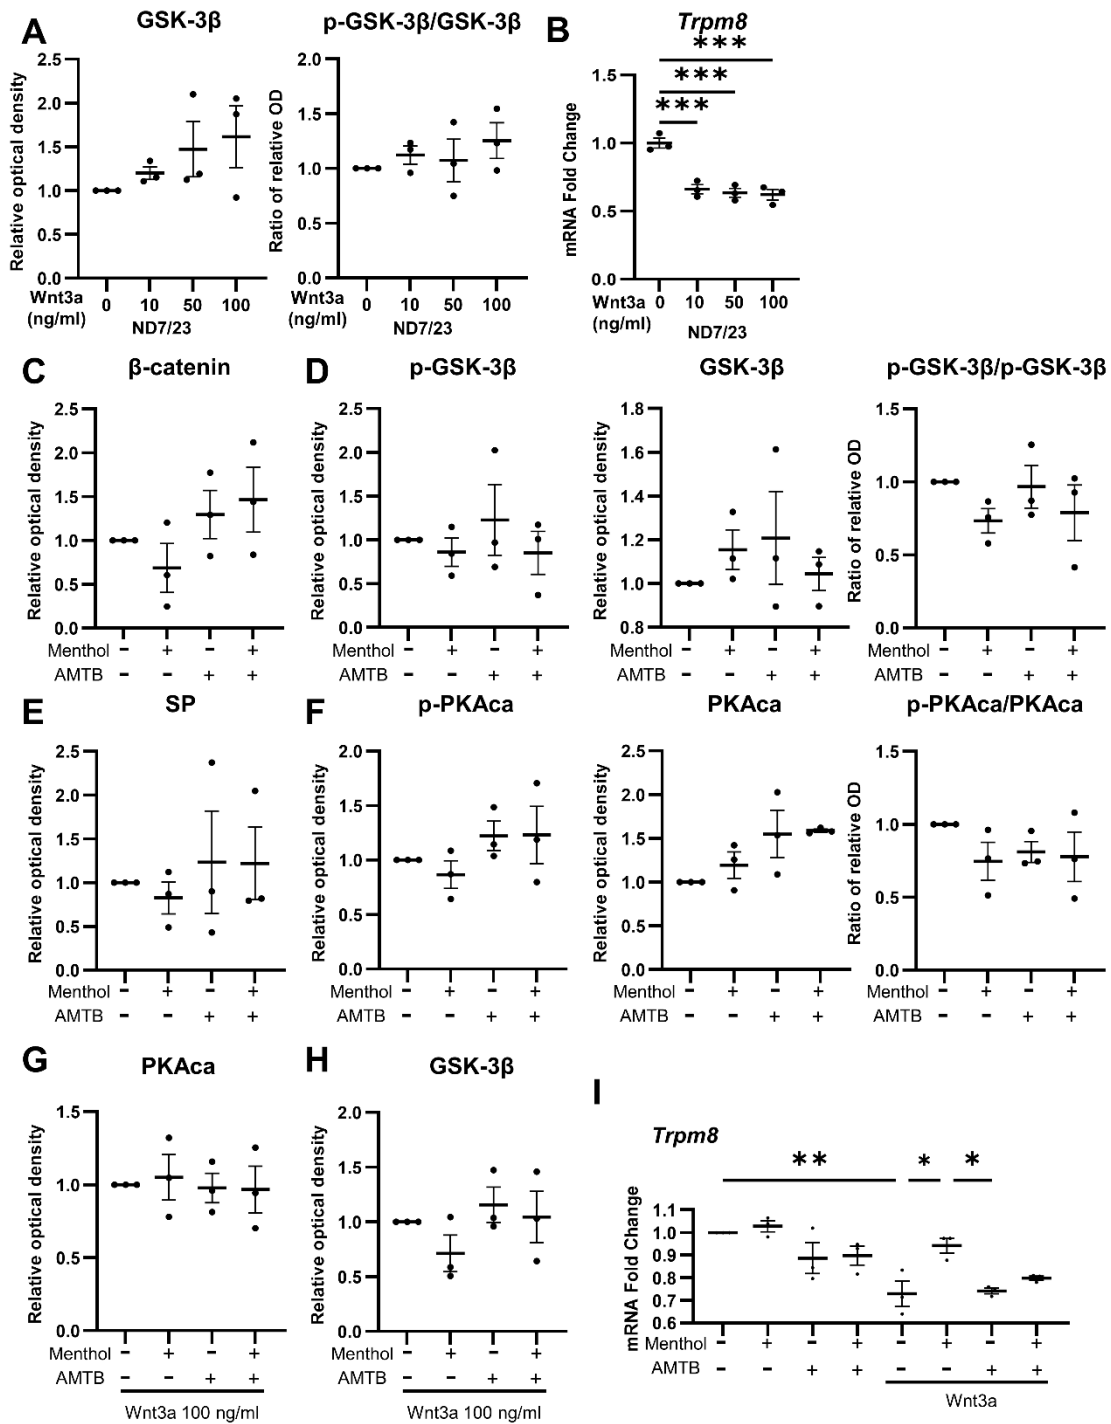

**Supplementary Fig. 7** The effects of TRPM8 on PKAα and GSK-3β in ND7/23 cells.

(A) The relative optical densities and ratio of phosphorylated GSK-3β and total GSK-3β in ND7/23 cells after stimulation of Wnt3a for 6 h (n=3). The mRNA fold changes

of *Trpm8* in ND7/23 cells after stimulated by different concentration of Wnt3a (B) or 100  $\mu$ M menthol or/and 10  $\mu$ M AMTB or/and 100 ng/ml Wnt3a (I) for 6 h (n=3). The relative optical densities of  $\beta$ -catenin (C) and SP (E) in non-Wnt3a stimulated groups (n=3). The relative optical densities and ratio of phosphorylated GSK-3 $\beta$  and total GSK-3 $\beta$  (D), phosphorylated PKA $\alpha$  and total PKA $\alpha$  (F) in non-Wnt3a stimulated groups (n=3). The relative optical densities of PKA $\alpha$  (G) and GSK-3 $\beta$  (H) in Wnt3a stimulated groups (n=3). \*P < 0.05; \*\*P < 0.01; \*\*\*P < 0.001.

## **Supplementary Methods**

### **Experimental Animals**

Sex-matched and 8–12 weeks old C57BL/6 mice (Model Organisms Center, Shanghai, China) were housed in a temperature- and light-controlled specific-pathogen-free room 12 h light and 12 h dark cycle with 55–60% humidity at  $23 \pm 1$  °C and given standard sterile food and water. All animal maintenance and experimental procedures were performed in accordance with the Tongji University Guide for the Use of Laboratory Animals. Mice were randomly divided into cages (5 mice per cage) and administered oral 2.5% DSS (molecular weight: 36–50 kDa; MP Biomedicals, Illkirch, France) in drinking water for 7 days (the solution was changed every other day) to induce colitis. On the 7th day, the DSS solution was replaced with normal drinking water, and the experiment ended on the 8th day. For non-colitis and colitis experiment, non-colitis group was administered water, and colitis group was administered 2.5% DSS for 7 days, continue to drink normal water for 1 day. For drug application experiment, from day 0 to day 8, the mice were administered enemas twice or/and intraperitoneal injection once daily for 8 days under light isoflurane anesthesia (control group: phosphate buffered saline (PBS; without calcium and magnesium, Biosharp, Beijing, China), performed same volume as menthol group; agonist group: menthol, 100  $\mu$ M (Merck KGaA, Darmstadt, Germany), 125  $\mu$ g/kg body weight; antagonist group: AMTB, 10  $\mu$ M (Merck KGaA, Darmstadt, Germany), performed same volume as menthol group; agonist + antagonist group: menthol 100  $\mu$ M + AMTB 10  $\mu$ M, performed same volume as menthol group) (menthol and AMTB

were dissolved and stored in DMSO at 100 mM and 10 mM respectively); Aprepitant group: Aprepitant, 1 mM (Abmole Bioscience Inc., Houston, USA), 3mg/kg body weight. The mice body weights were recorded daily and colonic endoscopy was performed at 0.5–1 cm from the anus on day 7 under light isoflurane anesthesia. Blood was obtained from the posterior ophthalmic artery of the mice on day 8 and serum was obtained by coagulation and centrifugation (4000 rpm, 4°C, 10 min). After the mice were sacrificed on day 8, the entire colon length was measured and the distal colon tissue was retained. The record-keeper was unaware of the grouping.

#### Histological analysis of colitis

The excised distal colons of the mice were fixed with 4% paraformaldehyde (PFA; Biosharp, Beijing, China) for 24 h and then embedded with paraffin. The paraffin cross-sections (5 mm) were stained with hematoxylin and eosin (H&E). Colitis severity was determined by assessing the sum (range, 0–6) of the scores (range, 0–3) for the degree of tissue damage and lamina propria inflammatory cell infiltration. Tissue damage scoring was as follows: 0, ¼ normal; 1, ¼ isolated focal epithelial damage; 2, ¼ mucosal erosions and ulcerations; and 3, ¼ extensive damage deep into the bowel wall. Lamina propria inflammatory cell infiltration scoring was as follows: 0, ¼ infrequent; 1, ¼ increased, some neutrophils; 2, ¼ submucosal presence of inflammatory cell clusters; and 3, ¼ transmural cell infiltrations.

#### Dorsal root ganglion isolation and stimulation

The mice dorsal root ganglion (DRG) was dissected and dissociated. After dissociation, the DRG neurons were resuspended in 5 ml neuronal culture medium

(neurobasal medium; Thermo Fisher, New York, USA) with B-27 supplement (Thermo Fisher), penicillin/streptomycin (100 units/ml and 100 µg/ml, Thermo Fisher), L-glutamine (2 mM, Thermo Fisher), mouse NGF (50 ng/mL, Thermo Fisher), and cytosine arabinoside (10 µM, Sigma, Steinheim, Germany). After centrifugation (400 g, 4°C, 5 min) and removal of the supernatant, the neurons were resuspended and seeded in a 24-well plate containing poly-D-lysine-coated circular coverslips at 50 µL per well. After microscopic examination of the neuronal state, 500 µL per well of neuronal culture medium was slowly placed into the plate, and the neurons were cultured in an incubator (37°C, 5% CO<sub>2</sub>). After 1.5–2 h, the neurons were used for experiments.

#### Ratiometric (Ca<sup>2+</sup>)<sub>i</sub> measurements

The cultured DRG neurons were incubated in extracellular solution (details are provided in Supplementary Table 1) containing 1% PowerLoad concentrate (Component B of Fluo-4 Calcium Imaging Kit) and 0.1% Fluo-4 AM (Component A of Fluo-4 Calcium Imaging Kit) for 15–30 min. After removing the solution, neurons with coverslips were washed once with extracellular solution and transferred to an observation dish located on the microscope. A standard fluorescein isothiocyanate (FITC) filter was employed to detect fluorescence intensity (calcium-bound Fluo-4 dye; excitation 494 nm/emission 506 nm). Neurons were stimulated with menthol (1, 10, and 100 µM) or menthol (100 µM) with AMTB (0.1, 1, 10 µM) for 5 min. The calcium ionophore ionomycin (1 µM, Enzo Life Sciences, New York, USA) was used to ensure the viability of the cells at the end of the experiments for 1 min. F/F<sub>0</sub> was the ratio of fluorescence intensity at each time point to the first second, and ΔF<sub>max</sub> was the maximum value of F/F<sub>0</sub> during stimulation before the use of ionomycin. All solutions were freshly prepared. The fluorescence intensity was calculated using

ImageJ 1.53 q (NIH, USA) and analyzed using Microsoft Excel (Version 2204) and GraphPad Prism V9 (GraphPad, San Diego, CA).

#### Colonic crypt isolation and organoid culture

The whole colon of the C57BL/6 mice or biopsies of the normal human colon were used to isolate colonic crypts. Human colonic biopsies were collected during endoscopy from patients without colon-related diseases who consented to provide colonic biopsy specimens for research purposes. The collection was approved by the Ethics Committee of East Hospital Affiliated to Tongji University (Permit Number: 2021-017). Colonic crypts were isolated using crypt isolation buffer (10 mM EDTA; Life Technologies, Scotland, UK, in PBS) and washed twice with crypt wash buffer (0.04% BSA; Sigma-Aldrich, Steinheim, Germany) and 1% streptomycin and penicillin in Advanced DMEM/F12 (Life Technologies, Scotland, UK). The crypts were subsequently resuspended in ice-cold growth factor-reduced Matrigel (Discovery Labware, Bedford, USA) and seeded in a 24-well plate with 500  $\mu$ L of organoid culture medium (IntestiCult Organoid Growth Medium (Mouse) or IntestiCult Organoid Growth Medium (Human), Cambridge, MA, USA, with 1% streptomycin and penicillin).

#### Substance P release from isolated mouse colon

SP release were determined by intestinal lumen dilation experiments of the mice distal colon in vitro without or with different pressures (90 mmHg and 150 mmHg) and supplemented with different stimulants (menthol 100 $\mu$ M or/and AMTB 10 $\mu$ M) to determine the effect of stimulants on SP release from distal colon under normal and nociceptive stimuli. The washed colon was wound around and fastened to acrylic rods and placed in synthetic interstitial fluid (SIF) side a thermostatic shaking bath at

37°C for 30 min for equilibration. Experiments were initiated by transferring the mounted colon into the control (SIF) tube. After 5 min the colons were moved into the second tubes (SIF or SIF with stimulants), third tubes (SIF or SIF with stimulants), forth tubes (SIF or SIF with stimulants) for 5 min subsequently. In order to promote the release of SP and mimic noxious stimuli, the colons were pressurized by 90 mmHg and 150 mmHg in the third and fourth steps, respectively. The supernatant was measured by ELISA. Acquired data were normalized to the control baseline (before stimulation), which reduced variability.

#### ND7/23 cells differentiation and stimulation

ND7/23 cells were purchased from Fenghui Biotechnology Co. Ltd. (CL0604, Hunan, China), and have been validated and tested for mycoplasma contamination. The Cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) (Biosharp, Beijing, China) with 10% fetal bovine serum (FBS) (Thermo Fisher) and 1% penicillin/streptomycin, and were differentiated in neuronal culture medium that was also used to culture DRG. In stimulation experiments, ND7/23 cells or differentiated ND7/23 cells were stimulated with menthol 100  $\mu$ M or AMTB 10  $\mu$ M for 6 h in DMEM with 1% penicillin/streptomycin.

#### RNA isolation and Quantitative PCR

Total RNA was isolated from fresh mouse colonic tissue or DRG neurons using the FastPure Cell/Tissue Total RNA Isolation Kit V2 (Vazyme, Nanjing, China), according to the manufacturer's instructions. cDNA was synthesized using HiScript III All-in-one RT SuperMix Perfect for qPCR (Vazyme, Nanjing, China). Quantitative PCR (qPCR) analyses were performed using a predesigned ChamQ Universal SYBR qPCR

Master Mix (Vazyme, Nanjing, China) on a LightCycler 480 System (Roche, Mannheim, Germany). To calculate the relative expression of the indicated genes, actin beta (*Actb*) was used as the reference gene, and primers were purchased from BioTNT (Shanghai, China) and are listed in Supplementary Table 2.

#### Immunoprecipitation

The target antibody or IgG was coupled to protein A/G agarose beads (Biolinkedin, Shanghai, China), and then specifically binds to the target protein in the cell lysate to form a complex. Shake slowly at 4°C overnight, centrifuge to collect the complex precipitate, and wash 3 times with PBS. The complex was then slowly resuspended in 2× loading buffer. Samples were boiled at 100°C for 5 min, antigens, antibodies and beads were separated, and the supernatant was used for immunoblot analysis after centrifugation.

#### Immunoblot

The cells were rapidly washed with PBS and lysed using RIPA Lysis Buffer (Beyotime, Shanghai, China) with 1 mM PMSF (Beyotime, Shanghai, China) and protease and phosphatase inhibitor cocktail for general use, 50X (Beyotime, Shanghai, China). The solution was collected and centrifuged at 12,000 g for 20 min. Protein concentrations were determined using bicinchoninic acid reagent (Thermo Fisher, New York, USA). The lysates were denatured, electrophoresed on a polyacrylamide gel, and transferred to a nitrocellulose membrane. After blocking with 5% skim milk for 1 h, the membranes were incubated with primary antibodies for 12 h at 4 °C, followed by secondary antibodies for 1 h. The blots were visualized using the

West Pico PLUS Chemiluminescent Substrate (Thermo Fisher, New York, USA). The antibodies used in this study are listed in Supplementary Table 3. Optical density was quantified using ImageJ 1.53q. The relative optical density was calculated as a ratio to the  $\beta$ -actin and based on the first day or negative control as a standard for fold change.

#### Immunofluorescent and apoptosis staining

Colonic organoids stimulated by SP (Merck KGaA, Darmstadt, Germany) or cells cultured on circular coverslips in 24-well plates were washed with PBS and fixed in 4% PFA for 2 h. For immunofluorescence staining, the cells were blocked using 5% donkey serum in staining solution (1% BSA and 0.5% Triton X-100 in PBS) for 1 h and incubated with primary antibody in staining solution for 12 h at 4 °C. After washing with PBS, the cells were incubated with secondary antibody in the staining solution for 1 h and washed again with PBS. Coverslips with cells were removed and fixed to the slides using DAPI Fluoromount-G Mounting Medium (Southern Biotech, Birmingham, AL). An in Situ Cell Death Detection Kit, TMR red (Roche, Mannheim, Germany), and LIVE/DEAD Cell Imaging Kit (488/570) (Thermo Fisher, New York, USA) were used for tunnel staining, according to the manufacturer's instructions. After tunnel staining, cells with coverslips were fixed using DAPI Fluoromount-G Mounting Medium. The antibodies used in this study are listed in Supplementary Table 2.

#### Cytokine or neuropeptide measurement

Serum from DSS colitis mice was used to measure the concentrations of TNF- $\alpha$ , IFN- $\gamma$ , IL-23, IL-1 $\beta$ , IL-12, and IL-10 by enzyme-linked immunosorbent assay using commercial kits (ABclonal, Wuhan, China) (catalog numbers in Supplementary Table 4). The supernatant of DRG neurons stimulated for 6 h or synthetic interstitial fluid containing neuropeptides from intestinal lumen dilation experiments was used to measure SP concentration using enzyme-linked immunosorbent assay (commercial kits, Cayman Chemical, Ann Arbor, Michigan, USA) (catalog numbers in Supplementary Table 4). All operations were performed according to the manufacturer's instructions to ensure the accuracy of the results.

#### GEO data collection

The GEO dataset is a public genomics platform composed of array- and sequence-based data. Data on *TRPM8* and *TAC1* expressions in patients with IBD and normal human tissues were extracted from the GEO database (GSE38713, GSE47908, GSE13367, and GSE16879). Data on *WNT3A*, *FZD2*, *FZD3*, *FZD4*, *FZD6*, *FZD7*, *FZD9*, *FZD10*, *LRP5L*, *LRP5*, *DVL1*, *DVL3*, *GSK3B*, *AXIN1*, *AXIN2*, *CTNNB1*, *LEF1*, *TCF7L1*, and *TCF7* expressions in patients with UC and normal human tissues were extracted from the GEO database (GSE109142). All Log(2) expression values were analyzed using GraphPad Prism V9. Volcano plot and UMAP plot of GSE109142 were analyzed by GEO2R (<https://www.ncbi.nlm.nih.gov/geo/geo2r/>).

#### SIF buffer

SIF consisted of (in mM): 107.8 NaCl, 26.2 NaCO<sub>3</sub>, 9.64 Na-gluconate, 7.6 sucrose, 5.05 glucose, 3.48 KCl, 1.67 NaH<sub>2</sub>PO<sub>4</sub>, 1.53 CaCl<sub>2</sub> and 0.69 MgSO<sub>4</sub>, gassed with 95% O<sub>2</sub> and 5% CO<sub>2</sub> to obtain a pH of 7.4.

#### mRNA sequencing

Total RNA was extracted using the TRIzol reagent (Invitrogen, CA, USA) according to the manufacturer's protocol. RNA purity and quantification were evaluated using the NanoDrop 2000 spectrophotometer (Thermo Scientific, USA). RNA integrity was assessed using the Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Then the libraries were constructed using VAHTS Universal V6 RNA-seq Library Prep Kit according to the manufacturer's instructions. The transcriptome sequencing and analysis were conducted by OE Biotech Co., Ltd. (Shanghai, China). The libraries were sequenced on an Illumina Novaseq 6000 platform and 150 bp paired-end reads were generated. Raw reads for each sample were generated. Raw reads of fastq format were firstly processed using fastp and the low-quality reads were removed to obtain the clean reads. Then clean reads for each sample were retained for subsequent analyses. The clean reads were mapped to the reference genome using HISAT. FPKM of each gene was calculated and the read counts of each gene were obtained by HTSeq-count. PCA analysis were performed using R(v 3.2.0) to evaluate the biological duplication of samples.

Differential expression analysis was performed using the DESeq2. Q value < 0.05 and foldchange > 2 or foldchange < 0.5 was set as the threshold for significantly

differential expression gene (DEGs). Hierarchical cluster analysis of DEGs was performed using R (v 3.2.0) to demonstrate the expression pattern of genes in different groups and samples. The radar map of top 30 genes was drawn to show the expression of up-regulated or down-regulated DEGs using R packet grader. Based on the hypergeometric distribution, GO, KEGG pathway, Reactome and WikiPathways enrichment analysis of DEGs were performed to screen the significant enriched term using R (v 3.2.0), respectively. R (v 3.2.0) was used to draw the column diagram, the chord diagram and bubble diagram of the significant enrichment term. Gene Set Enrichment Analysis (GSEA) was performed using GSEA software. The analysis was used a predefined gene set, and the genes were ranked according to the degree of differential expression in the two types of samples. Then it is tested whether the predefined gene set was enriched at the top or bottom of the ranking list.

## Supplementary Tables

**Supplementary Table 1** The components of extracellular solution.

In 1L pure water (The pH was adjusted to 7.4 by NaOH; the solution was filtered to obtain the osmolarity at 308-312 mOsm).

**Supplementary Table 2** Sequences of primers for quantitative PCR.

**Supplementary Table 3** Antibodies for Western blot assay and immunostaining.

---

**Supplementary Table 4** ELISA Kit for inflammatory cytokines and neuropeptides

measurement.

## Original Data

Original Western Blots images 1 followed the order of appearance in the Figures.

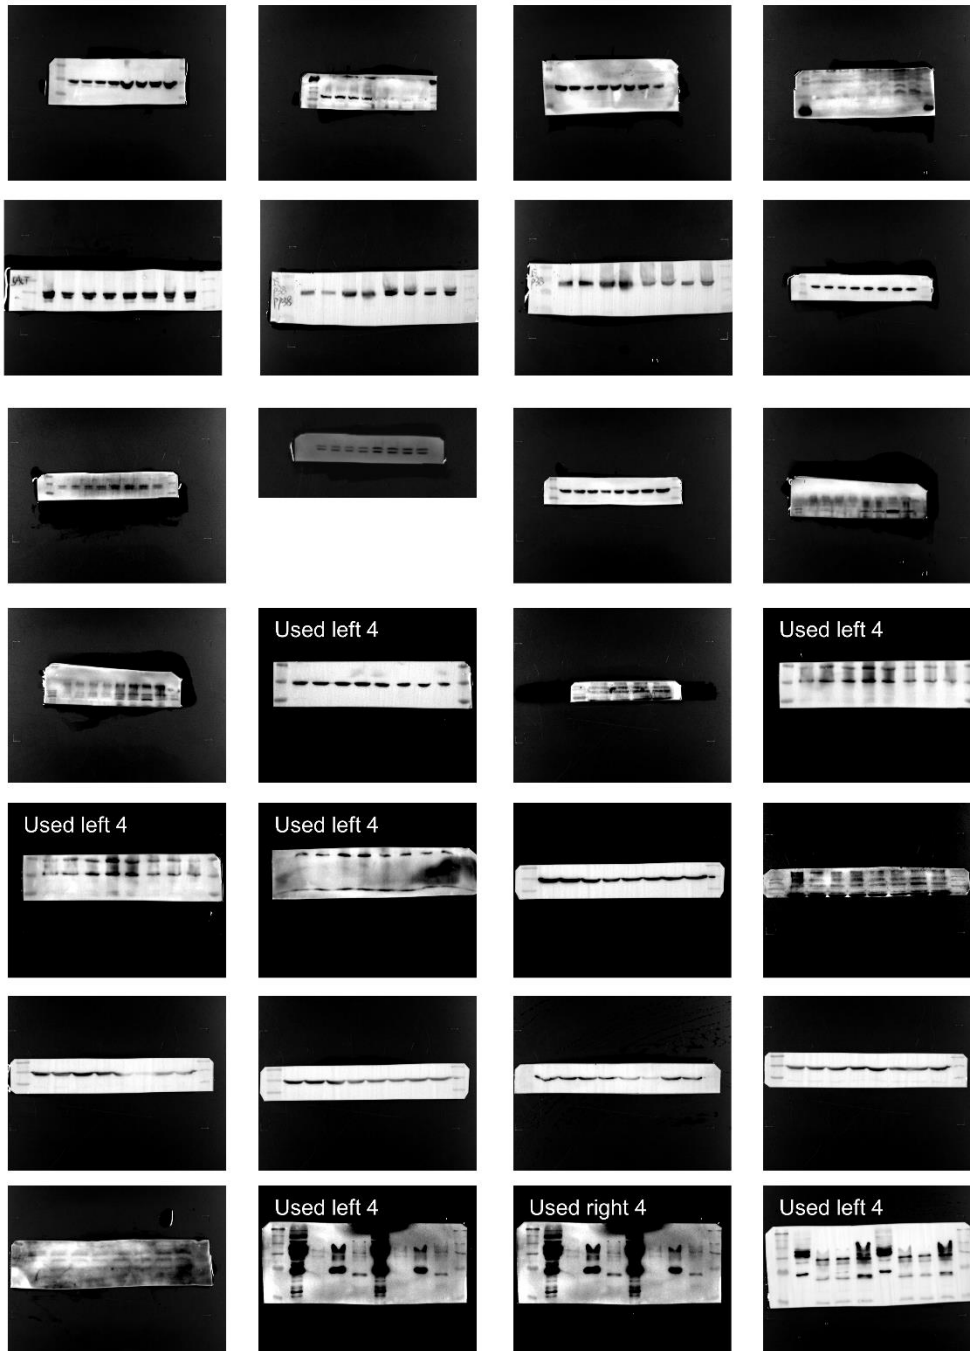

Original Western Blots images 2 followed the order of appearance in the Figures.

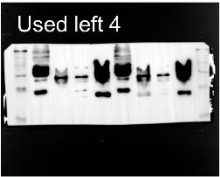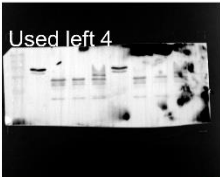

Different exposure time for the same membrane

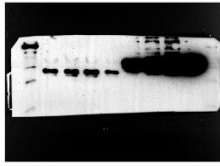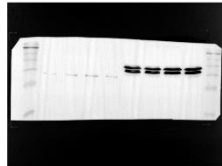

Different exposure time for the same membrane

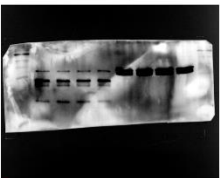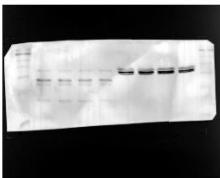

Different exposure time for the same membrane

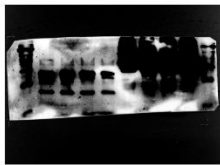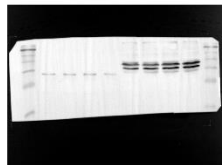

Different exposure time for the same membrane

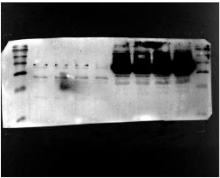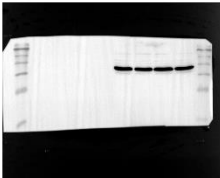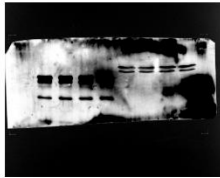

Different exposure time for the same membrane

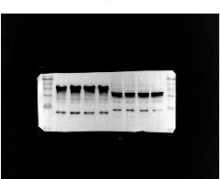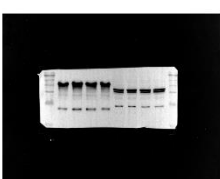

Different exposure time for the same membrane

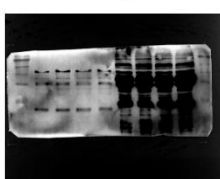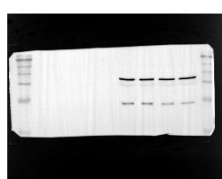

Different exposure time for the same membrane

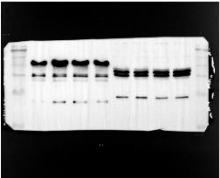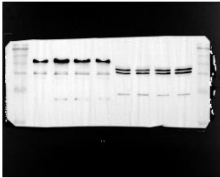

Different exposure time for the same membrane

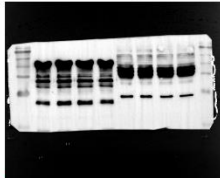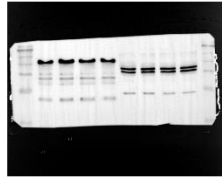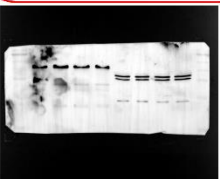

Original Western Blots images 3 followed the order of appearance in the Supplementary Figures.

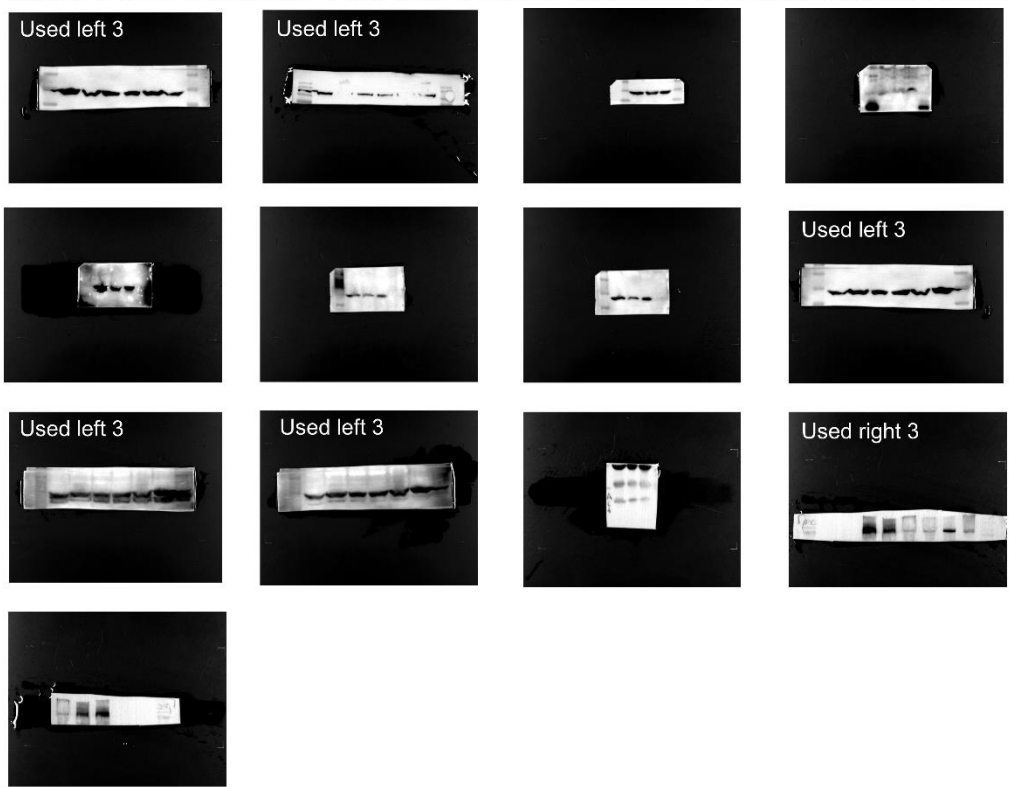

Fig.1D

Fig.1F

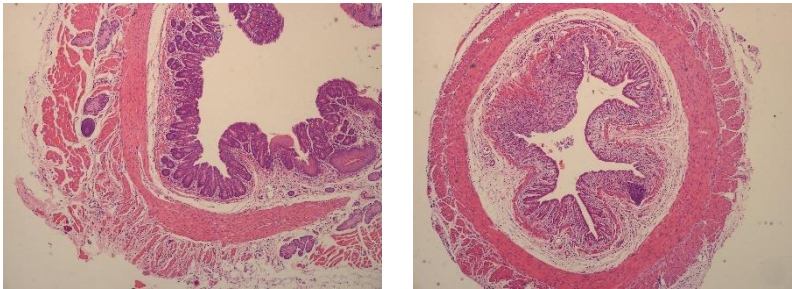

Fig.1K

Fig.1N

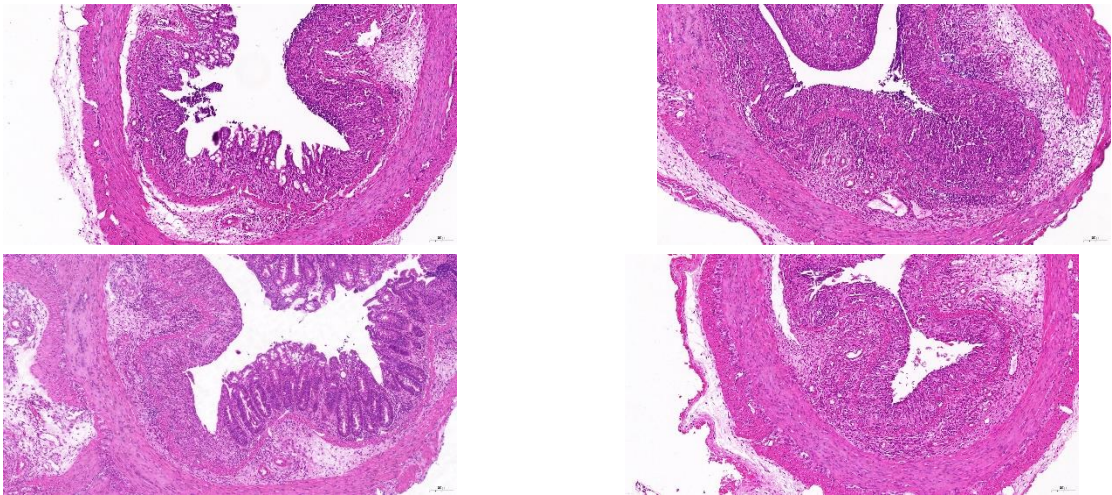

**Fig.2A**

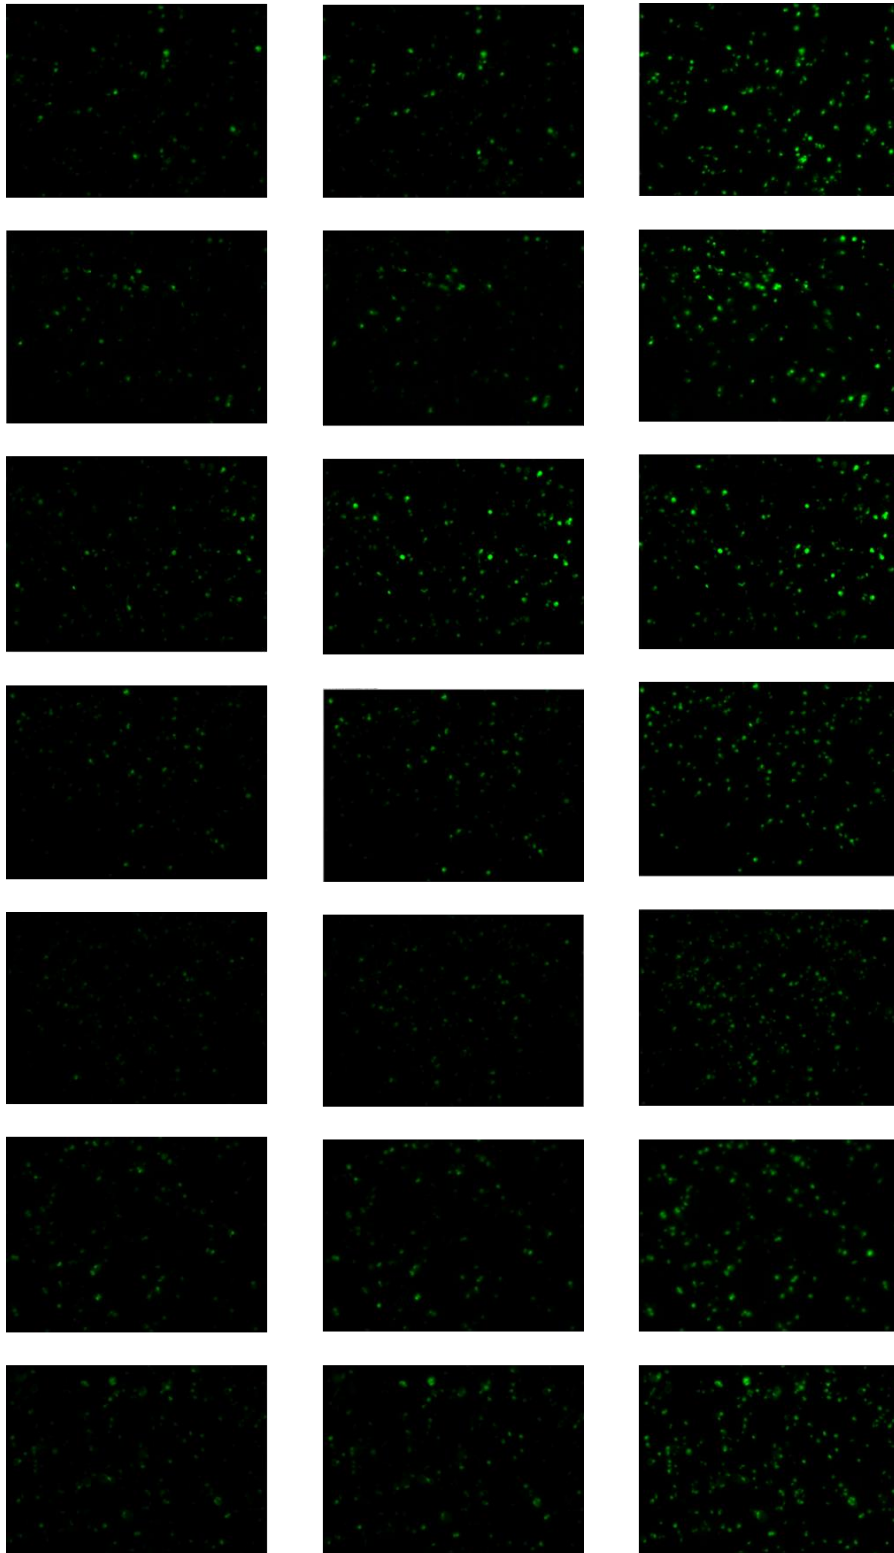

**Fig.2E**

**Fig.2F**

**Fig.6B**

Fig.6F

**Fig.7B**

**Fig.7D**

**Fig.7F**

**Fig.8B**

80.66667 97.18876 82.42188 100 82.35294

DSS+Menthol 100μM+Aprepitant 3mg/kg  
体重 (%)

**Fig.8F**

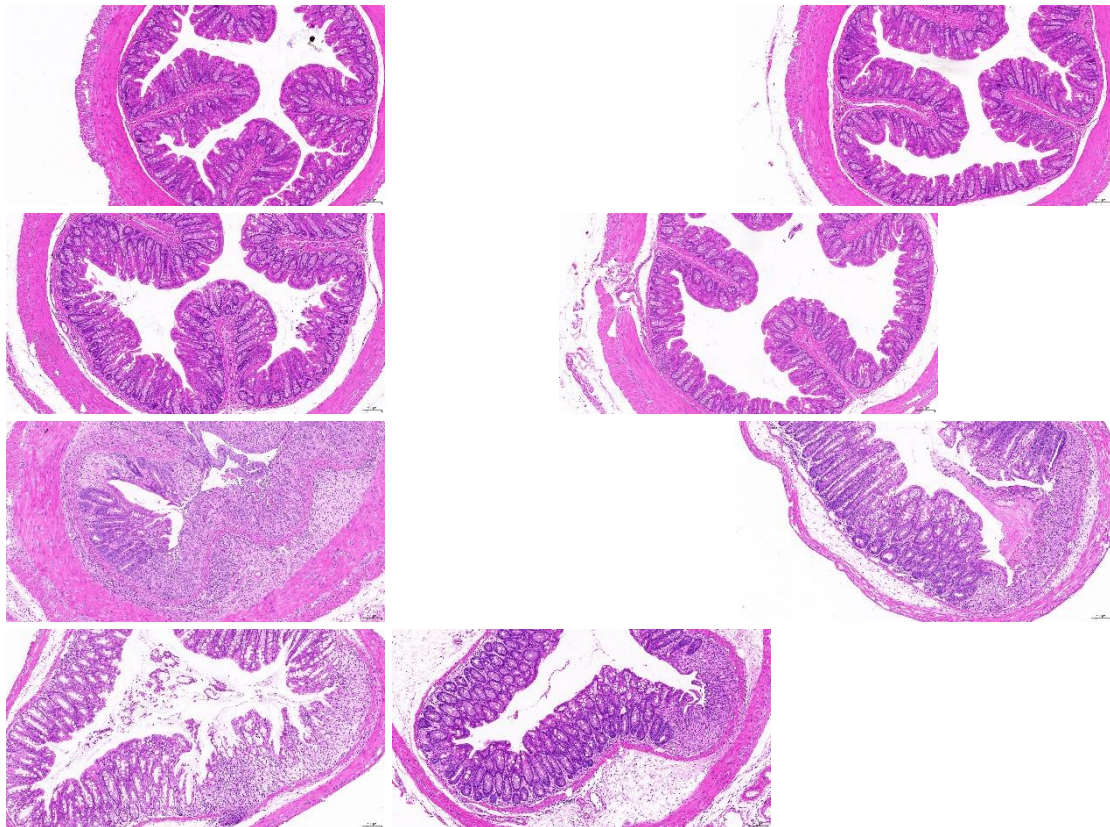

**Some scatter plots can directly represent the original data values and will not be mentioned here.**

How the deposited data were processed for this re-analysis (not part of the article)

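RNA from ND7/23 cells was sequenced in 12 libraries, 3 for each of 4 groups (control, 100 μM menthol, 100 ng/ml Wnt3a, and menthol with Wnt3a, each for 6 h). Group and replicate number were taken from the sample labels. The paper's other experiments were not analysed here.

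By the supplementary methods, the authors extracted RNA with TRIzol, made libraries with the VAHTS Universal V6 kit, filtered the reads with fastp, aligned them with HISAT, counted them per gene with HTSeq-count and computed FPKM (read fragments scaled by gene length and by the library's number of mapped fragments). The FPKM values of 21556 genes, with 1 column per library and the gene's symbol, identifier and KEGG pathways beside them, are what the authors deposited. Replicates were not pooled. The versions of these tools, the genome build and the annotation are not named in the paper's text or its supplementary methods, and the KEGG identifiers are those of rat, while ND7/23 is a hybrid of rat and mouse cells. How reads from mouse transcripts were assigned is therefore unknown. FPKM corrects for gene length and for the number of mapped fragments, so a rise of a few abundant genes lowers all other genes. The 10 genes with the most reads took 6.01 to 6.35% of the reads per library. The authors' own comparisons used DESeq2 on counts, with a q-value under 0.05 and a fold change over 2 or under 0.5.

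Because a read adds the same step to a gene's FPKM each time, whole read counts could be recovered from the FPKM values. They came out whole for 21556 of 21556 genes, with a largest relative distance from a whole count of 3.4e-13. For the 1804 genes above 0 in 1 library only, the count rests on 1 value. In simulated libraries, the same procedure recovered the totals of 12 of 12 libraries and the counts of 18937 of 19036 genes (99.48%). The reads on genes per library ranged from 36914722 to 38837023, and 16983 to 17386 genes were above 0. Counts of 3 or fewer were treated as the floor, which on a gene of 1 kb is 0.0772 to 0.0813 FPKM. These figures cover counting error only.

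The unit is FPKM, so the main test was limma (version 3.58.1 in R 4.3.3) on log2(FPKM + 0.1), with a mean FPKM of at least 0.5 over the 12 libraries (11451 genes), all 4 groups in 1 fit, a trend of the variance with the mean, no replicate block, and Benjamini-Hochberg adjustment over the tested genes. A gene was called at an adjusted p under 0.05 and a change of more than 2-fold. The comparisons were menthol against control, Wnt3a against control, menthol with Wnt3a against Wnt3a, against menthol and against control, and the interaction of menthol and Wnt3a. On simulated libraries in which 200 of the genes were changed by 1.5, 2.5 or 4-fold, the test was run on 11445 genes and called 129 of 130 changed more than 2-fold (99.2%), passed 66 of 67 changed 1.5-fold on the adjusted p (98.5%) and called 0 of 11198 unchanged genes, of which 11 passed the adjusted p alone. The simulation gave all genes 1 common dispersion, a median taken from the real counts. Genes that vary more between replicates would be found less often.

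Separation of the groups was measured as the share of the squared distance between libraries that lies between groups, with an exact permutation test, and by principal components of the same values without scaling. Gene sets were tested with camera at a preset correlation of 0.01 and with fry and camera with an estimated correlation as alternatives. In simulated data with 40 sets of 50 genes, all 3 found the set raised 1.2-fold, and camera passed 0 unchanged sets, fry 5 and camera with an estimated correlation 0. KEGG pathways were tested with the hypergeometric test, with the tested genes that have a pathway as background. The sets were the adenylate cyclase family (10 genes), the sodium-potassium-ATPase (7), the genes of the Fig. 5D heatmap (33), the KEGG pathways of cAMP (196), calcium (213) and Wnt signaling (149), and lists of targets of Wnt (28) and CREB (26), of which 2, 4, 14, 92, 84, 99, 13 and 17 genes were tested.

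The genes named were set by a rule: all genes of Fig. 5D, of the adenylate cyclase family and of the sodium-potassium-ATPase, *Trpm8*, called genes of the cAMP and calcium pathways, and for each comparison the 3 called genes with the largest rise and the 3 with the largest fall whose groups did not overlap. *Tac1*, *Wnt3a* and *Tacr1*, which the rule also lists, are not analysed here. The gene lists, this rule, the tests, the thresholds and the first group of alternatives below were set before the data were examined. Other genes named were chosen after their values were seen. Some genes that the rule covers are not reported here.

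The alternatives set beforehand were other pseudocounts (0.01 and 1), a mean FPKM of at least 1 and no FPKM minimum, libraries centred on their median, no fold threshold, fits of only the 2 groups compared, the replicate number as a block, leaving out each library in turn, scaled principal components, the other set tests, and other thresholds and backgrounds for KEGG. Settings added after the values were seen were limma voom on the recovered counts, with and without the FPKM minimum and with no fold threshold, KEGG tests on genes at an unadjusted p without that minimum, and 9 further settings of the principal components. Genes under the FPKM minimum were fitted in a separate fit of all genes.

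Lists of marker genes of tissues were summed over their genes with a mean of at most 1.0 FPKM, and compared with 10000 random lists matched on mean expression and over 100000 permutations of the libraries. Counts were recovered and summed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, tables were read in R with data.table 1.17.8, and plots were drawn with matplotlib 3.10.9.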

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

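The limma comparisons and their alternatives (each library left out, centred libraries, other pseudocounts, the replicate block) were set before the data were examined. Their use to weigh explanations, and all other tests in this part, were chosen only after the results were seen. The 3 genes below passed the adjusted p and the 2-fold threshold and lie outside the genes the paper discusses.

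*Mt1*, a metallothionein gene, was higher with menthol than in control (log2 fold change 1.59, SE 0.212, limma adjusted p = 0.0135, higher in 3 of 3 libraries). With 1 library left out the change ranged from 1.41 to 1.79 and the adjusted p from 0.0049 to 0.0829, which was 0.0619 without control replicate 2 and 0.0829 without control replicate 3. Of the 10 splits of the 6 libraries, 1, the real one, called as many genes, and 10 splits cannot give a share under 0.1. Several technical explanations are argued against. With each library centred on its median the change was 1.58 (limma adjusted p = 0.0182, in a range of 1.56e-06 to 0.0829 over the alternatives), so scaling between libraries does not account for it. Reads moved between near-identical copies would leave the sum of *Mt1*, *Mt1m* and *Mt2A* level, and that sum rose by 1.05 on the log2 scale, from 9690 to 14171 reads in control to 20752 to 30340 with menthol. RNA from muscle, which is treated under the other observations, was 1.99 times control in the Wnt3a group as well as 2.51 times in the menthol group, while *Mt1* changed by −0.25 with Wnt3a. A response to menthol predicts a rise in the presence of Wnt3a too, and there the change was 1.05 (limma adjusted p = 0.076, higher in 3 of 3 libraries). Over the alternatives this limma adjusted p ranged from 0.000151 to 0.225. The lowest value came with the replicate number as a block, where the gene was called. The hypothesis that stays open is that menthol, or the solvent it was given in, raises *Mt1*. The 2 cannot be separated in these libraries, and the solvent was not tested.

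*Fbxo32* was lower with Wnt3a than in control (log2 fold change −1.05, SE 0.187, limma adjusted p = 0.0354, lower in 3 of 3 libraries), on 33, 35 and 38 reads in control and 16, 15 and 13 with Wnt3a. With 1 library left out, the change ranged from −1.10 to −0.98 and the limma adjusted p from 0.0173 to 0.125. It was above 0.05 without control replicate 1 (0.109), 2 (0.118) or 3 (0.12), menthol replicate 2 (0.0552) or 3 (0.0515), Wnt3a replicate 1 (0.0961) or 2 (0.125), and menthol with Wnt3a replicate 3 (0.0516). With the pseudocount at 1 the change was −0.45, under 2-fold. Of the 10 splits of the 6 libraries, 1, the real one, called as many genes as the 2 called here. Centring the libraries left −1.06 (limma adjusted p = 0.0428), against scaling as the cause. Counting error alone gives the summed reads an exact binomial p of 0.0079 after multiplying by the number of genes tested, which argues against it. A response to Wnt3a whether or not menthol is there predicts a lower value with both stimuli than with menthol alone. It is argued against but not excluded, since the difference did not pass the adjustment. With menthol and Wnt3a together the gene was higher than with menthol alone (0.77 on the log2 scale, higher in 3 of 3 libraries, limma adjusted p = 0.278). Menthol alone also lowered it to 17, 15 and 15 reads (−0.99, limma adjusted p = 0.0831), and with both stimuli it had 21, 37 and 33. The interaction of the 2 stimuli was 1.83 (SE 0.265, limma adjusted p = 0.0956), the smallest adjusted p of that contrast. An opposite effect of each stimulus in the presence of the other stays open as a hypothesis that did not pass the adjustment.

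*LOC679519* was lower with Wnt3a than in control (log2 fold change −1.09, SE 0.203, limma adjusted p = 0.0429, lower in 3 of 3 libraries), on 27, 15 and 20 reads against 8, 10 and 8. With 1 library left out, the change ranged from −1.28 to −0.90 and the limma adjusted p from 0.0378 to 0.168. It was above 0.05 without control replicate 1 (0.168) or 3 (0.119), menthol replicate 2 (0.0552) or 3 (0.0586), Wnt3a replicate 1 (0.147) or 2 (0.125), and menthol with Wnt3a replicate 3 (0.058). With the pseudocount at 1 the change was −0.62, under 2-fold. Centring the libraries left −1.09 (limma adjusted p = 0.0487), against scaling as the cause. With menthol and Wnt3a together it was also lower than with menthol (−0.71, limma adjusted p = 0.407), as a response to Wnt3a predicts. Counting error cannot be told apart from such a response in that second comparison, where the summed reads gave an exact binomial p of 0.023. The annotation deposited beside this locus gives no description, so reads shared with a paralog were not tested.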

How the results depend on the processing

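The splits of the libraries were tested only after the results were seen. The planned fits with edgeR and DESeq2 were not run, because the deposited unit is FPKM. The recovered whole counts would have allowed them, so DESeq2, the paper's own test, was not tried. Limma voom on the recovered counts was added in their place after the data were seen. The planned share of Wnt3a-raised genes reversed by menthol has no value in the main setting, because 0 genes were called raised (936 were raised at an unadjusted p under 0.05), and is given over that wider group alone. Unless a cause is named, the cause of a change was not tested.

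The calls were 1 gene for menthol against control, 2 for Wnt3a against control and 0 for each other comparison, where 1660 (menthol with Wnt3a against Wnt3a), 769 (against menthol), 1546 (against control) and 800 (interaction) had an unadjusted p under 0.05. With no fold threshold, which by construction admits small changes, the counts were 12, 50, 6, 11 and 95 genes, in the order menthol, Wnt3a, menthol with Wnt3a against Wnt3a, against menthol and against control. These hold the 1 and the 2 called genes. Limma voom with no fold threshold, added after the data were seen, gave 48, 284, 159, 29 and 257, of which 11, 48, 6, 9 and 89 are among the genes limma passed with no fold threshold. Without the FPKM minimum, which adds genes to the adjustment, menthol and Wnt3a against control each had 0. Wnt3a against control had 0 with pseudocount 1, 1 with a mean FPKM of at least 1, and 0 in a fit of only those 2 groups, a fit that gave 1 for menthol with Wnt3a against menthol. Limma voom gave 1 for Wnt3a against control and 1 each for menthol with Wnt3a against Wnt3a and against menthol. Limma voom without the FPKM minimum gave 3 for menthol against control, 1 for menthol with Wnt3a against Wnt3a, 1 against menthol and 14 against control. For Wnt3a against control it gave 2, *Piwil2* and *Sh3gl2* (named after their values were seen), both raised, so that neither of the 2 lowered genes of the main setting was called and the direction of the calls changed. Pseudocount 0.01 and centred libraries left each count within 1.5 times.

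The 12 fits that each left out 1 library gave 0 to 2 calls for menthol against control (0 without control replicate 2 or 3, 2 without control replicate 1), 0 to 3 for Wnt3a against control (0 without control replicate 1 or 3, menthol replicate 2 or 3, Wnt3a replicate 1 or 2, or menthol with Wnt3a replicate 3), 0 to 0 for menthol with Wnt3a against Wnt3a, 0 to 1 against menthol (1 without control replicate 1), 0 to 1 against control (1 without control replicate 2) and 0 to 1 for the interaction (1 without control replicate 1 or menthol with Wnt3a replicate 1).

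Of the 10 splits of the 6 libraries of a comparison, as many genes were called in 1 for menthol against control and 1 for Wnt3a against control, the real split alone, and in 10 of 10 for the other pairs, where the real count is 0. The count past the adjusted p with no fold threshold was reached in 1 of 10 for each of the 5 pairs, and 10 splits cannot give a share under 0.1. For the interaction, 100 of 100 splits gave as many called genes, and 15 of 100 gave as many genes at an unadjusted p under 0.05. The highest such count was 1404, against 800 in the real split.

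Libraries that share a replicate number did not deviate together over the tested genes as a whole. The correlation of their deviations from the group means had a median of 0.013 over 18 pairs (−0.055 to 0.153), with 1 pair over 0.1, against −0.006 over 36 pairs of different numbers, so the numbers do not pair the libraries overall. *Mt1* is different: in each of the 4 groups replicate 1 was highest and replicate 2 lowest (157.7, 93.1 and 116.6 FPKM in control, 458.3, 312.5 and 323.7 with menthol), and *Mt2A* had the same order, a pattern noticed after the values were seen. With the replicate block *Mt1* kept its call (limma adjusted p = 1.56e-06, against 0.0135 without the block and at most 0.0829 over the alternatives). With this block, the calls were 2 for menthol against control, 1 for Wnt3a against control and 1 for menthol with Wnt3a against Wnt3a, which was *Mt1* again (limma adjusted p = 0.000151, against 0.076 without the block and 0.0633 to 0.225 with 1 library left out), and KEGG Wnt signaling passed in 1 comparison.

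The share of variance between groups kept an exact permutation p under 0.05 in each alternative set beforehand (29.2 to 36.8%) and with 1 library left out (34 to 35.8%). With 1 library fewer the share given by chance is higher, so these last values cannot be set against the 32.3% of all libraries. Among the added settings the share was 28.8% with the 500 most variable genes (exact permutation p = 0.063).

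The Wnt target list passed in 1 comparison, and in 0 under fry, 0 under camera with an estimated correlation and 0 without the FPKM minimum, and in 0 to 2 with 1 library left out (0 without menthol replicate 1 or menthol with Wnt3a replicate 2 or 3, 2 without menthol with Wnt3a replicate 1). In 1 of the 10 splits of the libraries of menthol with Wnt3a and menthol was its camera p as small. KEGG Wnt signaling passed in 0 comparisons, in 1 with a mean FPKM of at least 1, and in 0 to 1 with 1 library left out (1 without Wnt3a replicate 3 or menthol with Wnt3a replicate 1). The Fig. 5D list passed in 0, and in 1, menthol with Wnt3a against menthol, without the FPKM minimum. No other set passed in any alternative run, the leave-out fits (0 to 0) included.

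Directions that turned over belong to sets with no shift past the threshold. Without the FPKM minimum, the adenylate cyclase set turned upward with Wnt3a (camera adjusted p = 0.928), as did the Fig. 5D set (0.991) and the cAMP set (0.991), and the sodium-potassium-ATPase set turned upward with menthol (0.991). With a mean FPKM of at least 1, the sodium-potassium-ATPase set turned downward with Wnt3a (0.982) and the cAMP set downward with menthol (0.982). With 1 library left out, directions also turned for the adenylate cyclase set with menthol (adjusted p 0.789 to 0.991 over the 12 fits) and Wnt3a (0.579 to 0.98), the sodium-potassium-ATPase set with menthol (0.772 to 0.991) and Wnt3a (0.882 to 0.991), the Fig. 5D set with menthol (0.757 to 0.991) and Wnt3a (0.713 to 0.999), the cAMP set with menthol (0.789 to 0.991) and the calcium set with both stimuli against menthol (0.789 to 0.991). Genes that changed sign were *Adcy6* with Wnt3a (−0.1 to 0.048) and menthol (−0.017 to 0.095), and *Adcy9* with menthol (−0.175 to 0.079, above 0 without control replicate 2 or menthol replicate 1).

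The number of enriched KEGG pathways was 2, and 35 at an unadjusted p with 2-fold, 1 with pseudocount 1 and 0 without the FPKM minimum. Settings added later gave 10 (no minimum, unadjusted p) and 43 (limma voom, no minimum, unadjusted p). The correlation of the menthol and Wnt3a changes across genes was 0.411, and 0.389 with a mean FPKM of at least 1 and 0.376 with pseudocount 1. Among single genes, 182 values were the same in direction and call, 1 gained the call, 20 lost it and 5 changed sign. Among single sets, 199 values stayed the same, 6 rose above 0.05 and 23 changed direction.

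Depth limits the genes of few reads. Of the 196 genes of the cAMP pathway, 104 lie under the FPKM minimum and 85 have a mean of fewer than 10 reads per library, where counting error limits what a fit can show.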

Differences from the paper's values

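The added settings of the principal components and of the KEGG tests named here were run only after the paper's values and these results had been seen.

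The paper's first component holds about 32% of the variance and its second about 23% (Fig. 5C, read by eye), against 13.3% and 12.1% here. None of the alternatives set before the data were examined closed the gap: pseudocount 1 gave 15.6 and 13.2%, genes scaled to unit variance 18.8 and 13.6%, a mean FPKM of at least 1 gave 14.8 and 12.8%, and no FPKM minimum 10.4 and 10.3%. In 2 batches, 9 further settings were chosen after seeing the values. The 500 most variable genes gave 11.9 and 11.6%, 14 and 12.4% with pseudocount 1, and 13.3 and 12.1% with pseudocount 1 and no minimum. FPKM without a logarithm gave 47.3 and 23.8%, and 48 and 23.8% over its 500 most variable genes, above the paper's first component and near its second. With 100 added to the counts before the logarithm the shares were 15.5 and 13.4%, and 19.4 and 17% over 500 genes, and with 1000 added 22.7 and 16%. With 1000 added, over the 500 most variable genes, they were 32.9 and 23.4%. Of these settings, all chosen after seeing the values, those under which both shares lay within 1.5 times the paper's were this last one, the same over all genes, and FPKM without a logarithm over all or over 500 genes.

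For KEGG, Fig. 5E shows about 2 lowered genes of the cAMP signaling pathway with menthol, Fig. 5F about 4 raised genes of the cAMP signaling pathway with Wnt3a, Fig. 5G about 2 lowered genes of it with menthol and Wnt3a together against Wnt3a, and Fig. 5H about 2 lowered genes of the calcium signaling pathway with both against menthol (each read by eye). Here these 4 counts were 0, with 3, 18, 15 and 3 genes of the pathway at an unadjusted p under 0.05 in either direction. None of the alternatives set before the data were examined and run closed the gap: all gave 0 for the 4 counts. DESeq2, which the paper used, was not run, so the gap may reflect the choice of test. With limma on all genes at an unadjusted p and 2-fold, a setting chosen after seeing the values, the calcium count was 1 (*Fgf23*). With limma voom on all genes at an unadjusted p and 2-fold, also chosen after seeing the values, the counts were 3 (*Chrm1*, *Gabbr2* and *Gipr*; adjusted p = 0.927, hypergeometric), 10 (*Adcy1* and *Adcy8* among them; adjusted p = 0.00347), 4 (*Gpha2*, *Hcar2*, *Nppa* and *Vipr2*; adjusted p = 0.753) and 5 (*Casq2*, *Fgf23*, *Itpkb*, *Mylk2* and *Plcb2*; adjusted p = 0.466), so that the cAMP signaling pathway was enriched among raised genes with Wnt3a and the other 3 did not pass. Under that setting, raised cAMP genes numbered 5 with menthol (adjusted p = 0.432), 10 with both against menthol (adjusted p = 0.0906) and 9 with both against control (adjusted p = 0.0296).

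The paper shows genes of adenylate cyclase and of the sodium-potassium-ATPase higher in the Wnt3a group and lower in the menthol group (Fig. 5D). The tested adenylate cyclases, *Adcy6* and *Adcy9*, are not among the genes of Fig. 5D, so their values do not test its cyclase rows. The cyclases of Fig. 5D, *Adcy1*, *Adcy5*, *Adcy7* and *Adcy8*, lie under the FPKM minimum. Here the tested adenylate cyclases had a median log2 fold change of −0.11 with Wnt3a and −0.012 with menthol, and the sodium-potassium-ATPase genes 0.033 and 0, with no gene of either family past the adjusted p over all genes (limma) and 1 and 0 genes at an unadjusted p under 0.05 for the second family. With limma voom without the FPKM minimum, chosen after seeing the values, *Adcy1* and *Adcy8* were higher with Wnt3a at an unadjusted p under 0.05 (limma voom adjusted p = 0.316 and 0.239, and 0.544 and 0.563 with limma on log2(FPKM + 0.1) without the minimum).

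The paper states that the different stimuli changed gene expression in the cells to a large degree (Fig. 5C). Here 1 gene was called with menthol and 2 with Wnt3a, and the median size of the log2 fold change was 0.053 and 0.064.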

Other observations

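Of the tests in this part, that of the brain list against Wnt3a was chosen only after the result was seen, and the limits that sort the outcomes were set with values already known. The neuron list and part of the mesenchymal list were written with some of their genes' values already seen. The other lists were written before their values were examined, and the second lists share no gene with the first. No tissue list holds a gene of Fig. 5D or of the 2 families, and *Prph* is on both the neuron and the sensory neuron list.

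The paper reports that Wnt3a lowered *Trpm8* (Supplementary Fig. 7B, measured by PCR in another experiment). In these libraries *Trpm8* had 61 to 97 reads, at 0.225 ± 0.0439 FPKM in control, 0.227 ± 0.0412 with Wnt3a, 0.207 ± 0.0141 with menthol and 0.276 ± 0.0317 with both (SD, n = 3). It lies under the FPKM minimum. In the fit of all genes its log2 fold change was 0.012 with Wnt3a and −0.073 with menthol (limma adjusted p = 1 and 0.977).

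Among 13 tested targets of the Wnt/β-catenin pathway, *Axin2* and *Tnfrsf19* passed the adjusted p over all genes with Wnt3a against control (*Tnfrsf19* log2 fold change 0.70, SE 0.088, limma adjusted p = 0.0062, higher in 3 of 3 libraries). Adjusted over the list alone, 3 passed, and the third, *Myc*, was lowered by Wnt3a (log2 fold change −0.19, limma adjusted p = 0.0767 over all genes). *Tnfrsf19*, *Myc*, *Sp8* and *Ccnd1* are named after their values were seen. With menthol and Wnt3a together against Wnt3a, 9 of the 13 targets were higher and 4 lower. Adjusted over the list alone 4 passed, and over all genes 0. These 4 were all higher: *Axin2* (0.22), *Sp8* (0.215, limma adjusted p = 0.168), *Ccnd1* (0.13, limma adjusted p = 0.197) and *Myc* (0.12, limma adjusted p = 0.233). *Tnfrsf19* changed by −0.14 (limma adjusted p = 0.49), and the list as a set did not pass (camera adjusted p = 0.393). The list of 17 tested CREB targets had no gene past the threshold in any of the 5 comparisons, over the list alone or over all genes, with 1 gene at an unadjusted p under 0.05 with menthol and 2 with Wnt3a.

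Of 23 general neuron genes, 22 had a mean under 1 FPKM, the exception being *Eno2* at 163 FPKM. Of 15 genes of sensory neurons, 12 are listed, all under 1 FPKM, together 75 to 161 reads per library. Of 17 mesenchymal genes, 14 were at 1 FPKM or more, with *Anxa2* at 2447, *Lgals1* at 1949 and *Vim* at 884 FPKM, and the other 3 had 16 to 58 reads per library. No biological explanation of this was tested.

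Reads on genes of other tissues were few, and those of heart differed widely between libraries. Summed per library over the genes with a mean of at most 1.0 FPKM, the heart list had 91 to 500 reads, skeletal muscle 24 to 64, neuron 183 to 441, glia 77 to 196, pancreas 92 to 145, liver 5 to 26, blood 4 to 43, kidney 1 to 16, testis 0 to 10 and lung 0 to 4.

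Heart and skeletal muscle together had 250, 153 and 126 reads in control, 564, 393 and 362 with menthol, 461, 368 and 203 with Wnt3a and 160, 136 and 484 with both stimuli, and the list's most abundant genes under the limit were *Myl2* at 0.923, *Mb* at 0.811 and *Tnni3* at 0.68 FPKM. Of its 22 listed genes, 2 were at 1 FPKM or more and left out. Within groups the counts spread with a chi-square of 496.1 (8 degrees of freedom), which 0 of 10000 random lists matched on expression reached, and this argues against a response to the treatments as the whole cause. A second list of heart and muscle genes, with 86 to 197 reads (chi-square 42.1, reached by 717 of the matched lists), followed the first over the 12 libraries (Pearson r = 0.86, permutation p = 0.00032, Benjamini-Hochberg 0.0032 over 10 relations; Spearman rho = 0.87, permutation p = 0.00057, Benjamini-Hochberg 0.0057; r = 0.82 without the 2 farthest libraries). Within groups r was 0.76 (exact permutation p = 0.023, Benjamini-Hochberg 0.21). RNA from liver is argued against, since the second liver list had r = −0.12 with it within groups (exact permutation p = 0.75). A candidate explanation is a trace of RNA from heart or other striated muscle in some libraries. Whether it entered before or after the cells were lysed was not tested.

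Genes of the brain list, which joins neuron and glia, had 291, 289 and 306 reads in control, 261, 348 and 336 with menthol, 365, 526 and 598 with Wnt3a and 547, 489 and 637 with both. All 6 libraries with Wnt3a lay above the highest of those without, a log2 difference of 0.79 that 0 of 10000 matched lists reached. Of its 32 listed genes, 3 were at 1 FPKM or more and left out, and the most abundant of the rest was *Vsnl1* at 0.835 FPKM. In the fit of all genes by limma voom, *Gap43*, *Mbp*, *Nrgn* and *Snap25* of this list are among the 14 genes called with both stimuli against control. The second brain list had 250 to 396 reads, with a smaller log2 difference of 0.25 (163 of 10000 matched lists as large, 4 of the libraries with Wnt3a above the highest without). It followed the first list over the 12 libraries (Pearson r = 0.77, permutation p = 0.0047, Benjamini-Hochberg 0.016; Spearman rho = 0.71, permutation p = 0.013, Benjamini-Hochberg 0.043; r = 0.59 without the 2 farthest). Within groups r was 0.65 (exact permutation p = 0.17, Benjamini-Hochberg 0.3). For RNA from liver, the second liver list had r = 0.24 with it (permutation p = 0.45; Spearman rho = 0.17, permutation p = 0.59; r = 0.04 without the 2 farthest), but r = 0.53 within groups (exact permutation p = 0.091, Benjamini-Hochberg 0.3), so liver is not excluded. Within groups the counts of the first brain list spread with a chi-square of 98.9 (8 degrees of freedom), which 59 of 10000 matched lists reached. A response to Wnt3a alone does not predict this spread. The second brain list had 42.2, which 1424 of the matched lists reached. As sources of the rise with Wnt3a, RNA from neural tissue and a response of neural genes to Wnt3a cannot be told apart, because both would raise the list in the Wnt3a libraries, and neither relation within groups passed.

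The same question bears on the low genes of Fig. 5D and of both families, which had 795 to 996 reads per library over 27 genes, with a log2 difference of 0.13 between libraries with and without Wnt3a (256 of 10000 matched lists as large). Their r with the second brain list was 0.46 (permutation p = 0.14, Benjamini-Hochberg 0.23; Spearman rho = 0.5, permutation p = 0.098; r = 0.51 without the 2 farthest; 0.5 within groups, exact permutation p = 0.18), with the second liver list 0.54 (permutation p = 0.073; Spearman rho = 0.55, permutation p = 0.065; r = 0.59 without the 2 farthest; 0.8 within groups, exact permutation p = 0.043, Benjamini-Hochberg 0.21) and with the second muscle list −0.51 (permutation p = 0.091; Spearman rho = −0.44, permutation p = 0.15; r = −0.44 without the 2 farthest; −0.27 within groups, exact permutation p = 0.44), so neural RNA as a source stays open. Of the relations computed, that of the first muscle list with the second brain list had r = −0.14 (permutation p = 0.67; Spearman rho = −0.07, permutation p = 0.83; r = −0.05 without the 2 farthest; −0.25 within groups, exact permutation p = 0.53), that of the first brain list with the second muscle list r = −0.13 (permutation p = 0.69; Spearman rho = −0.08, permutation p = 0.8; r = −0.31 without the 2 farthest; −0.14 within groups, exact permutation p = 0.64), and that of the first muscle list with the second liver list r = −0.1 (permutation p = 0.76; Spearman rho = −0.15, permutation p = 0.64; r = −0.24 without the 2 farthest).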
